# The SMYD3 methyltransferase promotes myogenesis by activating the myogenin regulatory network

**DOI:** 10.1038/s41598-019-53577-5

**Published:** 2019-11-21

**Authors:** Roberta Codato, Martine Perichon, Arnaud Divol, Ella Fung, Athanassia Sotiropoulos, Anne Bigot, Jonathan B. Weitzman, Souhila Medjkane

**Keywords:** Cell biology, Differentiation

## Abstract

The coordinated expression of myogenic regulatory factors, including MyoD and myogenin, orchestrates the steps of skeletal muscle development, from myoblast proliferation and cell-cycle exit, to myoblast fusion and myotubes maturation. Yet, it remains unclear how key transcription factors and epigenetic enzymes cooperate to guide myogenic differentiation. Proteins of the SMYD (SET and MYND domain-containing) methyltransferase family participate in cardiac and skeletal myogenesis during development in zebrafish, *Drosophila* and mice. Here, we show that the mammalian SMYD3 methyltransferase coordinates skeletal muscle differentiation *in vitro*. Overexpression of SMYD3 in myoblasts promoted muscle differentiation and myoblasts fusion. Conversely, silencing of endogenous SMYD3 or its pharmacological inhibition impaired muscle differentiation. Genome-wide transcriptomic analysis of murine myoblasts, with silenced or overexpressed SMYD3, revealed that SMYD3 impacts skeletal muscle differentiation by targeting the key muscle regulatory factor myogenin. The role of SMYD3 in the regulation of skeletal muscle differentiation and myotube formation, partially via the myogenin transcriptional network, highlights the importance of methyltransferases in mammalian myogenesis.

## Introduction

Myogenesis is a complex, stepwise process that is initiated by the commitment of precursor cells to the myoblast lineage, followed by cell-cycle arrest and gradual increase in muscle-specific gene expression, leading to terminal differentiation. The process culminates in the fusion of differentiated cells to generate myotubes, essential multinucleated syncytia that underlie the sarcomeric structure and contractile muscle functions. Muscle assembly and function rely on the coordinated expression of muscle-specific proteins that contribute both to muscle structure and to the control of excitation–contraction coupling, needed for force generation^1,2^. The combined and temporally-controlled action of the Myogenic Regulatory Factor (MRF) family of transcription factors (namely, MyoD, Myf5, Mrf4 and myogenin) together with selected epigenetic modifier enzymes generate highly-specific gene expression profiles required for myogenesis^3–5^. The MRF basic helix-loop-helix transcription factors bind to E-Box consensus sequences within the regulatory regions of muscle-specific genes^1,6^. While MyoD, Myf5 and Mrf4 act at the early onset of myogenesis to drive myoblasts formation, myogenin acts later in the cascade of myogenic activation, and is critical for the terminal differentiation of committed muscle cells and myofiber maturation^7–9^. Myogenin expression is not detected in proliferating myoblasts in culture, but appears early upon induction of differentiation. In *Myog*^*−/−*^ knockout mouse embryos, myoblasts are specified to muscle fate, but mice die at birth with severe skeletal muscle defects^10,11^. Similarly, loss of *myog* in zebrafish prevents myocytes fusion and formation of muscle fibers^12^. Genome-wide analysis has defined gene expression changes during myogenesis and the profiles of MRF binding upon differentiation^3,13–15^. MyoD and myogenin regulate distinct, but overlapping, target genes and act sequentially at individual promoters^16,17^. Notably, MyoD alone is sufficient to fully activate the expression of early target genes (0–24 h post-differentiation), whereas late-expressed genes (24–48 h post-differentiation) require MyoD to initiate chromatin remodeling that subsequently facilitates myogenin binding and myogenin-mediated transcriptional activation^17^. MyoD can initiate the specification of muscle cell fate due to its capacity to recognize target genes within a native silent chromatin context and to initiate chromatin remodeling at these sites, allowing transcriptional activation^18–20^. Importantly, MyoD recruits most of the factors required to activate the *Myog* promoter upon differentiation, including histone methyltransferases (such as Set7/9), chromatin remodelers (like the SWI/SNF complex), as well as the basal transcriptional machinery via direct interaction with TAF3^20–22^.

Chromatin regulators drive major cell fate decisions, and histone lysine methyltransferases (KMTs) have emerged as key players in development, included cardiac and skeletal muscle formation^23–25^. Aberrant regulation of these methylation events and alterations in global levels of histone methylation contribute to tumorigenesis and developmental defects^23^. However, our understanding of the role of epigenetic enzymes in myogenesis has lagged behind the characterization of the mechanistic contributions of the MRF transcription factors. The family of SMYD methyltransferases (SET and MYND domain-containing proteins) gained attention as novel myogenic modulators during development^26,27^. For example, SMYD1, SMYD2 and SMYD4 play roles in cardiac and skeletal muscle differentiation in mouse, zebrafish and *Drosophila*, but the precise molecular mechanisms and relevant target genes are unknown^28–31^. The SMYD3 protein is frequently overexpressed in human cancers; it recognizes specific DNA sequences and has been reported to act as an epigenetic regulator through tri-methylation of histone residues H3K4, H4K5 and H4K20^32–34^. SMYD3 is required for correct cardiac and skeletal muscle development in zebrafish^35^. Proserpio and colleagues suggested a role for SMYD3 in regulating skeletal muscle atrophy via expression of *myostatin*, a strong negative regulator of muscle growth^36^. We studied the mechanisms of SMYD3 functions in myogenesis using *in vitro* myoblast differentiation. We investigated SMYD3 gain- and loss-of-function phenotypes and found that SMYD3 is required for the activation of the key MRF myogenin. Inhibition of SMYD3 expression or activity caused defective skeletal muscle differentiation and myotube formation, whereas SMYD3 overexpression enhanced differentiation and fusion. Transcriptome RNA-Seq analysis of mouse myoblasts upon SMYD3 knockdown (SMYD3_KD_) or SMYD3 overexpression (SMYD3_OE_) revealed a transcriptional network of genes involved in skeletal muscle structure and function. We show that SMYD3 acts upstream of a myogenin transcriptional program that is required for skeletal muscle differentiation.

## Results

### SMYD3 overexpression enhances myogenic differentiation

Initial analysis showed that SMYD3 transcript and protein are expressed in proliferating, undifferentiated myoblasts and stably maintained throughout differentiation of either murine or human myoblasts (Supplementary Information, Fig. S1A–D). To explore a role in myogenic differentiation, we overexpressed SMYD3 in C2C12 murine myoblasts using retroviral infections of HA-FLAG-tagged SMYD3. We generated two independent clonal cell lines, referred to as SMYD3 CL3 and SMYD3 CL5, and studied differentiation and myotube formation upon transfer to conventional differentiation media (DM). SMYD3-overexpressing (SMYD3_OE_) clones formed morphologically larger, multinucleated myotubes, compared to control cells (Fig. 1A,B). SMYD3 overexpression caused premature and elevated expression of differentiation markers, such as Muscle Creatine Kinase (MCK) and Myosin Heavy Chain (MyHC) compared to the controls (Fig. 1C). RNA expression analysis revealed a marked upregulation of *Mck* and the fusion gene *Mymk*, as well as genes encoding components of the contractile apparatus (e.g. *Tnnc1, Myh3, Myl4*, *Atp2a1*) (Fig. 1D and Supplementary Information, S1E). Hence, SMYD3 overexpression enhanced myogenic differentiation and myotube formation, with premature appearance of muscle differentiation markers and the formation of larger, multinucleated myotubes. These results suggest that SMYD3 is a positive regulator of myoblast differentiation.

**Figure 1:**
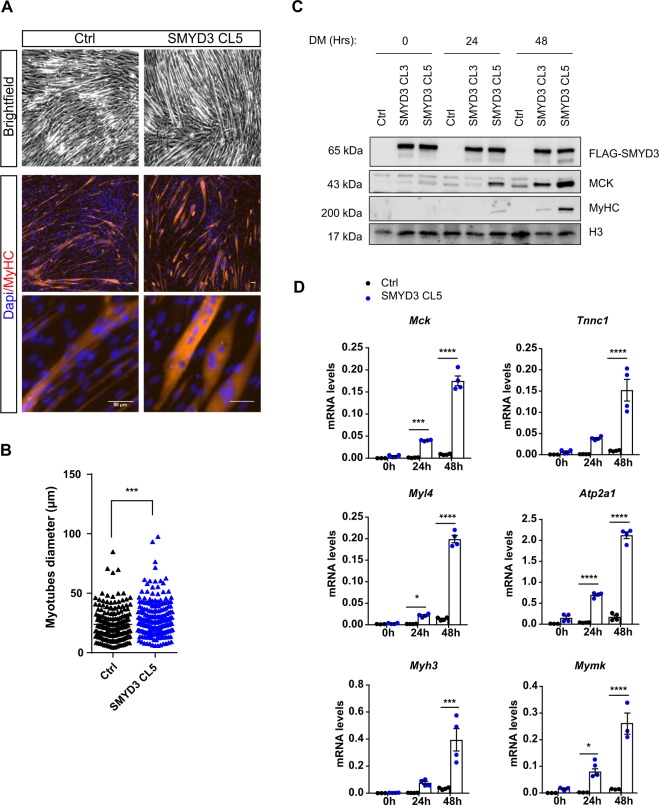
Smyd3 overexpression enhances C2C12 myoblast differentiation. (**A)** Brightfield images and MyHC immunofluorescence analysis performed in differentiated C2C12 stable SMYD3_OE_ clones (SMYD3 CL5) and control empty vector (Ctrl). Cells were DAPI stained prior to immunofluorescence analysis. Scale bar 50 µm. (**B)** Quantification of myotubes diameter of >100 myotubes in four independent experiments, calculated within MyHC-expressing myotubes. Data are presented as average ± SEM. Mann-Whitney, ***p < 0.001. (**C**) Time course analysis of protein expression during terminal differentiation of SMYD3_OE_ clones (SMYD3 CL3 and SMYD3 CL5) and control cells. Myoblasts were cultured in growth medium (GM) until they reached confluence, and then shifted to differentiation medium (DM). Cellular extracts were analyzed by western blot at 0 h, 24 h and 48 h post-differentiation with antibodies against FLAG, muscle creatine kinase (MCK), and myosin heavy chain (MyHC). H3 is a loading control. Original blot images are shown in Supplementary Fig. S7A. (**D)** qPCR analysis on Ctrl and SMYD3 CL5 SMYD3_OE_ cells at 0 h, 24 h and 48 h post-differentiation in DM. mRNA levels of specific differentiation markers (*Mck, Tnnc1, Myl4, Myh3, Atp2a1, Mymk*) were normalized to *Gapdh* and *Rplp0* Ct values at the indicated timepoints. Graphs present means ± SEM of at least three independent experiments. ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. control respectively.

### SMYD3 knockdown impairs myogenic differentiation

To explore whether SMYD3 is required for skeletal myogenesis, we knocked-down SMYD3 expression in undifferentiated myoblasts by small interfering RNAs (siRNAs), and analyzed myogenic phenotypes. Knockdown of SMYD3 (SMYD3_KD_) severely impaired C2C12 differentiation; siSMYD3-transfected myoblasts remained predominantly as individual mononucleated cells, compared to the morphologically distinctive multinucleated myotubes in siControl (Fig. 2A). SMYD3 knockdown impaired myotube formation (even after 72 h in DM), reduced the size and number of MyHC-positive cells, and decreased the fusion index and myotube diameter compared to control cells (Fig. 2A,B). SMYD3_KD_ cells exhibited significantly reduced levels of both MyHC and MCK proteins during a 3-day differentiation experiment (Fig. 2C). Because the transcriptional landscape dramatically changes during the first 24 hours of myoblast differentiation^7^, we assessed whether SMYD3 silencing could impair transcription of the early myogenic cascade. We analyzed mRNA expression of myogenic differentiation factors in early differentiating C2C12 cells upon SMYD3 silencing. siSMYD3 significantly attenuated the transcriptional activation of myogenic markers (e.g. *Mck, Tnnc1*, *Myh3, Myl4*, *Atp2a1*, and *Mymk*) at 24 h post-differentiation, compared to control cells (Fig. 2D). These observations were confirmed with a second independent siRNA oligo, si*SMYD3*#2 (Supplementary Information, Fig. S2A–E). We observed a similar delay in myogenic differentiation in primary murine myoblasts, with decreased MCK and MyHC protein levels in SMYD3_KD_ cells, compared to siCtrl control (Supplementary Information, Fig. S2F). These data demonstrate that transient SMYD3 knockdown prevented correct myogenic differentiation in murine myoblasts, delayed expression of key muscle differentiation markers and strongly impaired myoblast fusion. Additional experiments with human immortalized myoblasts, showed that SMYD3 is expressed in both undifferentiated and differentiated human cells (Supplementary Information, Fig. S1C,D). siRNA knockdown of human *SMYD3* also impaired myogenic differentiation, reducing protein levels of MCK and MyHC markers (Supplementary Information, Fig. S3A). We extended these results by stable and sustained *SMYD3* silencing using CRISPRi technology^37^. Again, *SMYD3*-silencing (sgSMYD3) caused a delay in myogenic differentiation, and marked downregulation of MCK protein levels compared to controls (sgCtrl) (Supplementary Information, Fig. S3B,C) with a significant reduction in *MCK* and muscle actin *ACTA1* RNA levels (Supplementary Information, Fig. S3D). To rule out clonal SMYD3_OE_ effects, we performed additional experiments to show that siSMYD3 reversed MyHC staining, differentiation marker expression, myotube size and the differentiation potential of SMYD3_OE_ cells (Supplementary Information, Fig. S3E–G). These results exclude possible clonal effects, and showed that SMYD3 knockdown could counteract the enhancement of myogenesis observed in SMYD3_OE_ clones. Other members of the SMYD protein family of lysine methyltransferases including SMYD1, 2 and 4 are implicated in skeletal and cardiac differentiation in different model organisms^28,30,31^. We tested whether *Smyd1, Smyd2* and *Smyd4* mRNA levels were affected in SMYD3_KD_ cells. Interestingly, we found that only the expression of the multifunctional myogenic activator *Smyd1* was significantly reduced upon SMYD3 silencing (Supplementary Information, Fig. S3H). Likewise, *Smyd1* transcript levels were also strongly upregulated in SMYD3_OE_ cells, whereas mRNA levels of both *Smyd2* and *Smyd4* were unaffected (Supplementary Information, Fig. S3H). Overall, these loss-of-function experiments demonstrate that SMYD3 is required for appropriate myogenic transcriptional activation, myoblast fusion and myotube formation. SMYD3_KD_ in myoblasts caused deregulated expression of differentiation markers and defective terminal differentiation.

**Figure 2:**
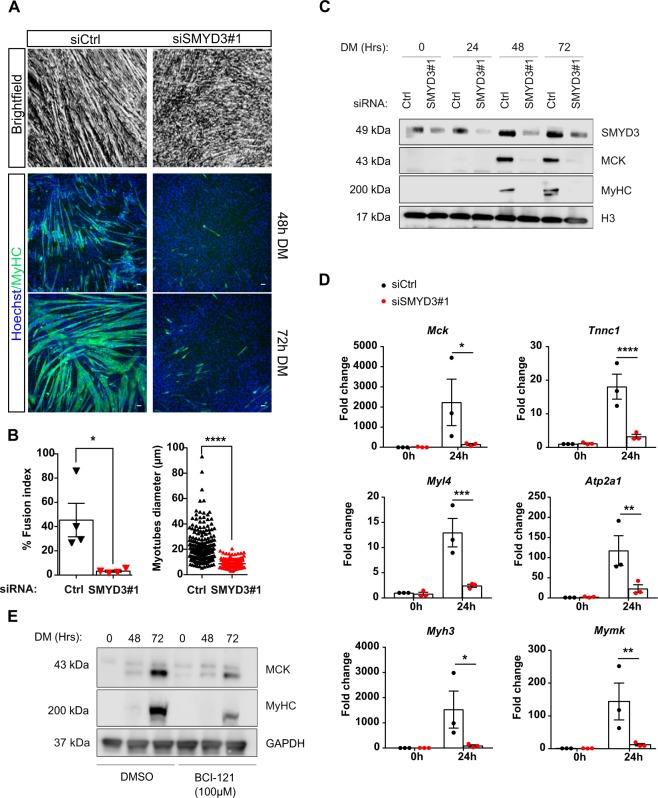
Knockdown of Smyd3 or its pharmacological inhibition impair skeletal muscle differentiation. (**A)** Brightfield images and MyHC immunofluorescence analysis performed in differentiated in C2C12 myoblasts after transfection with control or *Smyd3* siRNAs. Cells were transferred to differentiation medium and stained with MyHC antibody at the indicated timepoints. Cells were Hoechst stained prior to immunofluorescence analysis. Scale bar, 50 µm. (**B)** Left panel: quantification of fusion index of four independent experiments calculated as percentage of nuclei within MyHC-expressing myotubes at 72 h in presence of the various siRNA. Data shown as mean ± SEM. Mann-Whitney, *p < 0.05. Right panel: Quantification of myotubes diameter of >100 myotubes in four independent experiments, calculated within MyHC-expressing myotubes. Data are presented as average ± SEM. Mann-Whitney, ****p < 0.0001. (**C)** Time course of protein expression during terminal differentiation of SMYD3_KD_ cells. Cellular extracts were analyzed by western blot at 0 h, 24 h, 48 h and 72 h in DM with antibodies against SMYD3, muscle creatine kinase (MCK), and myosin heavy chain (MyHC). H3 is a loading control. Original blot images are shown in Supplementary Fig. S7B. (**D)** qPCR analysis on C2C12 cells after transfection with control or *Smyd3* siRNAs. mRNA levels of *Smyd3* and specific differentiation markers (*Mck, Tnnc1, Myl4, Myh3, Atp2a1, Mymk*) were normalized to *Gapdh* and *Rplp0* Ct values at the indicated timepoints. Data shown as mean fold change ± SEM of three independent experiments. ANOVA, *p < 0.05, **p < 0.01 ****p < 0.001 vs. control respectively. (**E)** C2C12 cells were treated with control DMSO or 100 µM of BCI-121 and differentiated for 72 h. Cellular extracts were analyzed by western blot at the indicated time points with antibodies against muscle creatine kinase (MCK), and myosin heavy chain (MyHC). GAPDH is a loading control. Original blot images are shown in Supplementary Fig. S7F.

### Pharmacological inhibition of SMYD3 decreases myogenic differentiation potential

BCI-121 is a novel SMYD3 small-molecule inhibitor that specifically reduces SMYD3 activity, by competing with histones for binding to SMYD3 and preventing its recruitment to the promoter region of target genes^38^. To explore further SMYD3 function in myogenesis, we cultured and differentiated C2C12 cells with medium that contained 100 µM of BCI-121, or DMSO control, and analyzed MyHC and MCK markers expression by western blot analysis. BCI-121 treatment significantly decreased the differentiation efficiency, recapitulating the effects observed upon transient SMYD3 knockdown (Fig. 2E). This inhibitory effect was also validated in SMYD3_OE_ cells (Supplementary Information, Fig. S3I). Hence, SMYD3 pharmacological inhibition using the BCI-121 inhibitor significantly reduced myoblast differentiation potential, supporting a role for SMYD3-mediated methylation in myogenesis.

### SMYD3 does not influence myoblast proliferation

Myogenic terminal differentiation requires a delicate balance between proliferation and differentiation, involving permanent exit from the cell cycle and concomitant activation of a muscle-specific genetic program. Consequently, factors that regulate cell cycle progression can inhibit myogenic differentiation by preventing cell cycle exit^39^. SMYD3 is frequently overexpressed in cancer cells and enhances cell proliferation^32^. It was therefore important to determine whether SMYD3-dependent effects on muscle differentiation result from altered proliferative signals and impaired cell cycle arrest upon mitogen withdrawal. We observed no differences in the global number of cells in SMYD3_KD_ or SMYD3_OE_ myoblasts following induction of differentiation, compared to controls. To evaluate the impact of SMYD3 on myoblast proliferation and cell cycle arrest, we performed EdU incorporation analysis in C2C12 cells and measured the percentage of EdU-positive nuclei in growth medium (GM) and after 24 h in Differentiating media (DM). These experiments showed comparable percentages of EdU-positive cells in both SMYD3_OE_ and SMYD3_KD_ cells and controls, in both proliferating and differentiating conditions (Fig. 3A,B and Supplementary Information, Fig. S4A,B). Furthermore, Cyclin D1 and cyclin-dependent kinase inhibitor 1 p21 protein levels were not affected by SMYD3_KD_ or SMYD3_OE_ (Fig. 3C,D). Thus, SMYD3 is not implicated in cell cycle regulation in myoblasts and SMYD3-associated differentiation phenotypes are uncoupled from cell cycle exit.

**Figure 3:**
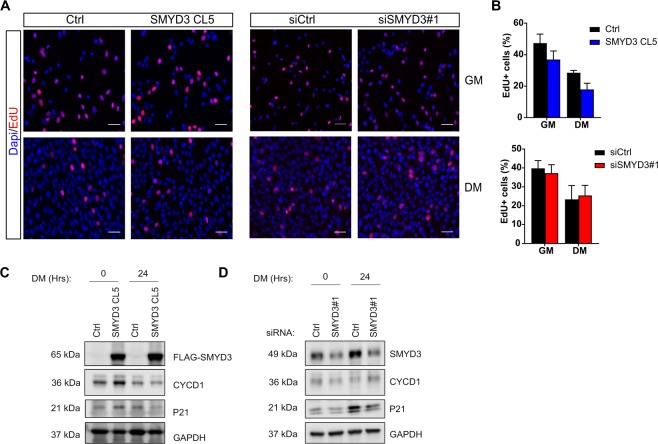
SMYD3 does not affect myoblasts proliferation and cell cycle. (**A)** EdU staining was performed in SMYD3_OE_ cells (SMYD3 CL5) and control cells (Ctrl) (left panel) and in SMYD3_KD_ (SMYD3#1) or a scramble sequence (siCtrl) (right panel). In both cases, cells were labeled with EdU either in GM or after 24 h in DM. Pictures are one representative of 3 independent experiments. EdU (red) and DAPI (blue) staining (scale bar: 50 µm). (**B**) Percentage of EdU positive nuclei/DAPI labeled nuclei in randomly selected fields, in SMYD3_OE_ or SMYD3_KD_ cells, compared with relative controls. Error bars represent SEM from quantifications of 3 independent experiments. ANOVA, ns. (**C)** Western blot analysis of SMYD3, CYCD1 and p21 protein expression during terminal differentiation of SMYD3_OE_ (SMYD3 CL5) and control cells (Ctrl). Original blot images are shown in Supplementary Fig. S7C. (**D)** Analysis of SMYD3_KD_ (siSMYD3#1) or scramble sequence (siCtrl) cells. GAPDH is used as internal control. Original blot images are shown in Supplementary Fig. S7D.

### SMYD3 regulates genes associated with myogenic differentiation

SMYD3 has been linked to active histone marks associated with euchromatin formation and we observed that SMYD3 levels in myoblasts affect expression of key differentiation markers early upon muscle differentiation. 

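C2C12 is a mouse myoblast line that leaves the cell cycle and fuses into multinucleated myotubes in differentiation medium. For the knockdown, 18 RNA-Seq libraries were made from C2C12 cells transfected with siCtrl, siSMYD3#1 or siSMYD3#2 and collected at 0 h or 24 h, with 3 replicates per condition. For the overexpression, 8 libraries were made from SMYD3 CL5, a clone carrying the SMYD3 vector, and from cells carrying the empty vector, with 2 replicates per condition. Table S5 gives NucleoSpin extraction at passage 14 for replicates 1 and 2 of the siRNA conditions, TRIzol extraction at passage 11 for replicate 3, and TRIzol for the overexpression libraries. The authors aligned paired-end reads of stranded mRNA libraries to GRCm38 with hisat2, counted the reads on each gene with featureCounts and deposited these raw counts, without normalization. The paper's text does not name the strand setting of the counting, the treatment of reads that align at several places, or the release of the gene annotation. Between 14315193 and 60398170 reads were counted on genes per siRNA library, with medians at 24 h of 22373509 for siCtrl, 27907436 for siSMYD3#1 and 17363905 for siSMYD3#2. In the overexpression libraries the total counts ranged from 21124675 to 67853386, with medians at 24 h of 56757814.5 for the vector control and 37826709.5 for SMYD3 CL5. The counts made up from 75.23% to 83.13% of the reads that Table S5 reports for each library. Each experiment was fitted on its own with edgeR's quasi-likelihood test after TMM normalization, over the 15820 genes of the siRNA libraries and the 17835 genes of the overexpression libraries that edgeR's low-count filter kept. Extraction method was a covariate of the siRNA fit, as it was in the authors' DESeq2 model, and the threshold was the paper's, a Benjamini-Hochberg adjusted p-value under 0.01. Levels are given as TMM-normalized CPM with the SD over replicates. These errors and the counts behind them cover sampling and replicate spread only, since PCR copies of a read were not told apart.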

To define SMYD3-dependent molecular pathways and target genes, we performed RNA-Seq analysis of undifferentiated (0 h) and differentiated (24 h) C2C12 myoblasts SMYD3_KD_ or SMYD3_OE_ cells. We compared two different siRNA SMYD3 (siSMYD3#1 and siSMYD3#2) with control siRNA (siCtrl). 

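The targeted gene was examined first. Smyd3 (ENSMUSG00000055067) spans chromosome 1 of GRCm38 from 178951960 to 179518041 on the minus strand. The sense strand of siSMYD3#1 in Table S6, TCACAGCTGTGACCCCAAC, matched the coding part of exon 7 of transcript Smyd3-204 from 179092935 to 179092953 with 0 mismatches, and that of siSMYD3#2, AGCCTGATTGAAGATTTGA, matched the coding part of its exon 12 from 178957505 to 178957523, also with 0 mismatches. At 24 h the Smyd3 level was 19.5 ± 1.48 CPM (SD, n = 3) with siCtrl, 16.5 ± 2.40 CPM (SD, n = 3) with siSMYD3#1 and 6.82 ± 2.45 CPM (SD, n = 3) with siSMYD3#2. At 0 h the levels in the same order were 20.5 ± 1.10, 18.4 ± 1.32 and 7.62 ± 1.28 CPM (SD, n = 3 each). With siSMYD3#2 the log2 fold change from siCtrl was -1.51 at 24 h (standard error 0.17, edgeR adjusted p = 5.06e-05) and -1.41 at 0 h (standard error 0.16, edgeR adjusted p = 0.000107). With siSMYD3#1 the difference from siCtrl did not pass the threshold, with a log2 fold change of -0.24 at 24 h (standard error 0.16, edgeR adjusted p = 0.414) and -0.16 at 0 h (standard error 0.16, edgeR adjusted p = 0.785). Each siSMYD3#1 library at 24 h was below the siCtrl library of the same replicate number, by -0.228, -0.398 and -0.102 on the log2 scale for replicates 1, 2 and 3, and the siSMYD3#2 libraries differed by -1.709, -1.887 and -1.103. The level of Smyd3 differed between the 2 siRNAs at 24 h by 1.27 on the log2 scale (standard error 0.17, edgeR adjusted p = 0.000176). Libraries of the same replicate number deviated together, with a correlation of 0.637 for siSMYD3#1 and siCtrl and of 0.67 for siSMYD3#2 and siCtrl at 24 h, which fell to 0.017 and 0.057 over the NucleoSpin libraries alone. Blocking on the replicate number, the 24 h adjusted p-values of Smyd3 from edgeR were 0.442 for siSMYD3#1 and 0.000126 for siSMYD3#2, with log2 fold changes of -0.24 and -1.51.

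**Figure D1:**
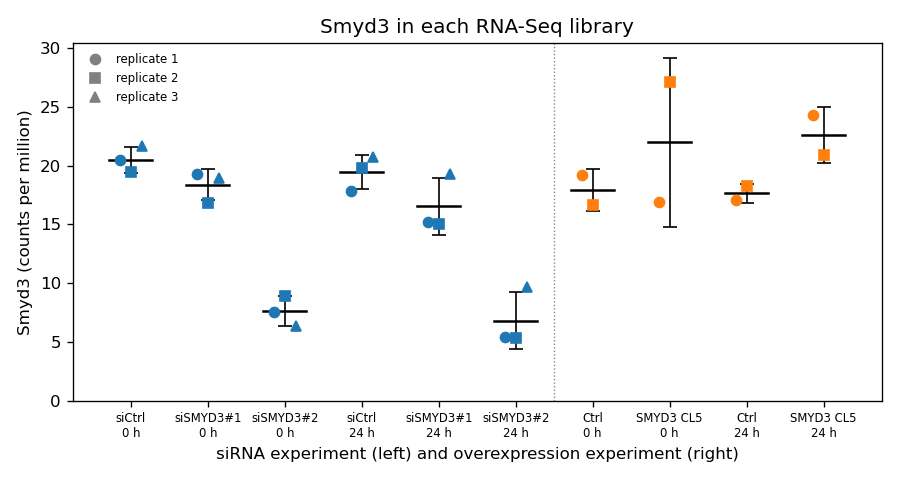
Smyd3 level in each RNA-Seq library, in TMM-normalized CPM on a linear axis, for the siRNA conditions (left of the dotted line) and the overexpression conditions (right). Points are replicates, horizontal lines are means and error bars are SDs (3 siRNA or 2 overexpression replicates); siSMYD3#2 libraries lie between 5.366 and 9.646, below every other library.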

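In the vector control the Smyd3 level was 17.95 ± 1.78 CPM (SD, n = 2) at 0 h and 17.67 ± 0.812 CPM (SD, n = 2) at 24 h. In SMYD3 CL5 it was 21.99 ± 7.22 CPM (SD, n = 2) at 0 h, from 16.88 CPM in replicate 1 and 27.1 CPM in replicate 2, and 22.62 ± 2.36 CPM (SD, n = 2) at 24 h. The log2 fold change of 0.36 at 24 h (standard error 0.27, edgeR adjusted p = 0.671) and that of 0.29 at 0 h (standard error 0.27, edgeR adjusted p = 0.593) did not pass the threshold. With the replicate number as a block, the adjusted p-values from edgeR were 0.632 and 0.592, and the same-numbered libraries deviated with a correlation of -0.097 at 24 h and 0.145 at 0 h. On the protein level, the paper reports ectopic SMYD3 in its clones from western blot and immunofluorescence with antibodies against the HA and FLAG tags. Counts on the mouse gene do not measure that protein. The paper's text does not name the species of the SMYD3 cDNA in the vector. Reads from a cDNA of another species need not be counted on the mouse gene, and whether this applies was not tested.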

And we compared SMYD3_OE_ SMYD3 CL5 cells with control cell lines. 

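Between 0 h and 24 h of siCtrl cells, 4655 of the genes tested passed the threshold, of which 2309 rose and 2346 fell. Of these, 1580 at least doubled or halved. The largest rises among genes with at least 100 counts on average were those of Myh3, Ckm and Mybph. Myh3, an embryonic myosin heavy chain on chromosome 11, had a log2 fold change of 9.57, and Mybph, which shares 1162 of its 2329 exon bases with a gene on the opposite strand, had one of 8.29. Ckm had 3 counts or fewer in each siCtrl library at 0 h and was at least 400-fold higher at 24 h. It shares 451 of its 2913 exon bases with a gene on the opposite strand. The largest falls were those of Lgr6, Gm28710 and Prl2c2, with log2 fold changes of -3.48, -3.17 and -3.09. Gm28710 shares 474 of its 2987 exon bases with a gene on the same strand. Without the extraction method in the model there were 1676 genes, 748 raised and 928 lowered, and requiring a doubling or halving left those 1580 genes, 1046 raised and 534 lowered. Blocking on the replicate number gave 4457 genes, 2218 raised and 2239 lowered, and same-numbered libraries of the 2 time points deviated together with a correlation of 0.559, or 0.028 within the NucleoSpin libraries. The NucleoSpin libraries alone, a comparison within 1 extraction batch that was added after the counts were seen, gave 5061 genes. The TRIzol batch holds 1 library per condition and cannot be tested on its own.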

We identified 5013 genes (1096 genes up and 3917 genes down) that were differentially expressed between undifferentiated (0 h) and differentiated (24 h) C2C12 siCtrl myoblasts. Gene Ontology (GO) analysis of differentially expressed genes confirmed enrichment in skeletal muscle development and cell cycle progression (not shown). 

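The files carry no ontology annotation, so the gene sets behind the next values are lists of symbols written from general knowledge before the counts were seen. Of 65 sarcomere and contraction genes tested, 57 were raised and 1 was lowered between 0 h and 24 h in siCtrl, with a median log2 fold change of 3.25 against 0.03 for all genes. Adjusted over the list alone, 58 were raised and 1 was lowered. Of 70 cell division genes, 68 were lowered and 0 raised, with a median log2 fold change of -0.99, and adjusting over the list alone gave 68 as well. At an unadjusted p-value under 0.05, 7755 of all genes tested differed between the 2 time points.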

Among the 5013 genes whose expression changes upon differentiation at 24 h in the control myoblasts, we found 311 genes whose expression appeared to be SMYD3-dependent (107 upregulated and 204 downregulated genes) (Supplementary Information, Table S1). 

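Against siCtrl at 24 h, siSMYD3#1 changed 926 genes, 461 raised and 465 lowered, and siSMYD3#2 changed 586 genes, 263 raised and 323 lowered. The changes at least doubled or halved the level of 301 and 161 of these genes. The list of genes changed by both siRNAs in the same direction and also changed between 0 h and 24 h in siCtrl held 180 genes, 52 raised and 128 lowered. The 3 largest rises with siSMYD3#1 were those of Fmod, Postn and Edn1, with log2 fold changes of 3.29, 3.08 and 2.80, and the largest falls those of Myh3, Unc45b and Mybph, with -4.00, -3.90 and -3.87. The 3 largest rises with siSMYD3#2 were those of Sla, Mttp and F2r, with 1.90, 1.34 and 1.24, and the largest falls those of Ccn3, Myh3 and Hrc, with -3.02, -2.41 and -2.39. Across the 180 genes, which are not independent replicates, the effects of the 2 siRNAs correlated with a Pearson r of 0.953 and a Spearman rho of 0.963. The genes were chosen for moving the same way, and both effects share the siCtrl libraries at 24 h. A high correlation is thus partly built in. Leaving out the extraction covariate moved these counts most, to 102 genes for siSMYD3#1, 18 for siSMYD3#2 and 9 for the list of both. When the replicate number was a block, the counts were 831, 503 and 155, the last with 40 raised and 115 lowered. Within the NucleoSpin libraries alone they were 1772, 1275 and 410. The paper's Table S1 lists 311 genes. All 311 were tested here and had the sign of the paper's table for each siRNA, 248 with an adjusted p-value under 0.01 for siSMYD3#1 and 231 for siSMYD3#2, and 178 were among the 180. Adjusted over the 311 alone all pass, which shows no stability because the list is the paper's own calls on these counts.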

We performed enrichment analyses using the Gene Ontology Enrichment Analysis tool (http://geneontology.org/). 

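Enrichment was tested with Fisher's exact test, one-sided, against the 4655 differentiation-dependent genes, which are the genes that could have entered the list, and the p-values were adjusted over a family of 8 tests. Of the 128 genes lowered by both siRNAs, 29 belonged to the sarcomere and contraction set, against 1.59 expected (odds ratio 45.2, Fisher's exact p = 3.15e-31, adjusted 2.52e-30). Of the 52 raised genes, 6 belonged to the cell division set, against 0.76 expected (odds ratio 9.54, Fisher's exact p = 9.33e-05, adjusted 0.000249), and 1 to the cell adhesion and matrix set, against 0.235 expected (Fisher's exact p = 0.211, adjusted 0.281). The overlaps in a fit blocked on the replicate number were 29, 4 and 0 genes, with exact p-values of 8.81e-33, 0.003 and 1. The cell division overlap ranged from 0 genes, without the extraction covariate (0.028 expected), with all 26 libraries in 1 fit and with a doubling or halving required, to 15 at an adjusted p-value under 0.05 (1.75 expected). Taken as whole sets, 36 sarcomere genes were lowered and 0 raised by siSMYD3#1, and 34 were lowered and 0 raised by siSMYD3#2, with median log2 fold changes of -1.52 for each. Adjusted over the set alone, 43 and 45 were lowered and 1 was raised by each siRNA. Of the cell division genes, siSMYD3#1 raised 8 and siSMYD3#2 raised 24, with medians of 0.22 and 0.40. Adjusted over the set alone these became 12 and 39. Of 69 cell adhesion and matrix genes, siSMYD3#1 raised 24 and lowered 4, and siSMYD3#2 raised 5 and lowered 4, which became 32 raised and 7 lowered, and 10 raised and 5 lowered, over the set alone.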

Downregulated genes were enriched for GO terms associated with skeletal muscle development and muscle contraction, whereas upregulated genes were enriched for cell adhesion, cell division and cell migration genes. Conversely, SMYD3_OE_ cells show 836 genes whose expression appeared to be SMYD3-dependent at 24 h post differentiation (412 upregulated and 424 downregulated genes) (Supplementary Information, Table S2). These upregulated genes highlighted skeletal muscle development, actin organization, sarcomeric structures and muscle contraction processes. 

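In SMYD3 CL5, 172 genes passed the threshold against the vector control at 24 h, 67 raised and 105 lowered, and 2488 had an unadjusted p-value under 0.05. Each of the 172 at least doubled or halved, the smallest change being 1.87 on the log2 scale. The common dispersion of the 2 replicates per condition was 0.0903, against 0.0159 in the siRNA libraries. In simulated counts with 200 genes changed by 1.5 on the log2 scale, the test recovered 0 of them in this design and 175 in the siRNA design, and 172 when the simulated change was 3. The largest rises were those of Igfn1, Myh7 and Olfr1259. Igfn1 had 1965 and 471 counts in the SMYD3 CL5 libraries and 3 and 2 in the vector control, so that it was at least 503-fold higher, and Myh7, which shares exon bases with genes on the opposite strand, had 379 and 83 counts against 1 and 1, at least 93.8-fold higher. Olfr1259, an olfactory receptor gene with paralogs beside it between which the counting could have split reads, had a log2 fold change of 7.15. The largest falls were those of Serpine2, Epha7 and Prrg1, each with 0 counts in both SMYD3 CL5 libraries and at least 160-fold, 136-fold and 89.4-fold lower than in the vector control. Fitting all 26 libraries together moved the count most, to 1334 genes. In the fit blocked on the replicate number there were 228 genes, 106 raised and 122 lowered. Of the 172 genes, 66 also changed between 0 h and 24 h in siCtrl, 29 raised and 37 lowered in SMYD3 CL5, and with the block 100 did, 57 raised and 43 lowered. Within the vector control, 0 genes passed the threshold between 0 h and 24 h, with 1256 at an unadjusted p-value under 0.05 and 0 with the block, where same-numbered libraries deviated with a correlation of -0.008. Of the 333 genes that the paper's Table S2 lists, all moved the same way here, and 68 had an adjusted p-value under 0.01.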

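Of the 67 genes raised in SMYD3 CL5, 18 belonged to the sarcomere and contraction set, against 0.286 expected among all genes tested (odds ratio 112, Fisher's exact p = 1.95e-28, adjusted 7.8e-28). In a blocked fit, by replicate number, the overlap was 37 genes, against 0.452 expected (Fisher's exact p = 2.03e-64). Of the 76 genes of the set that were tested, 70 had a higher level than in the vector control, with a median log2 fold change of 3.54 against 0.02 for all genes, and 1 was lowered past the threshold. Adjusted over the set alone, 58 were raised. The set was raised at 0 h already, with 19 genes past the threshold and a median log2 fold change of 3.46.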

Downregulated genes were mainly related to cell motility, cell adhesion and cell communication and signaling. 

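Of the 105 genes lowered in SMYD3 CL5, 2 belonged to the cell adhesion and matrix set, against 0.406 expected (odds ratio 5.12, Fisher's exact p = 0.0624, adjusted 0.0998). The overlap was 3 genes with the replicate number as a block, against 0.472 expected (Fisher's exact p = 0.0118), and 20 genes against 2.82 expected (Fisher's exact p = 2.42e-12) when all 26 libraries were fitted together. Of the 69 genes of the set, 50 had a lower level than in the vector control, with a median log2 fold change of -0.55. Adjusted over the set alone, 12 were lowered and 4 raised.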

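The list of genes changed by both siRNAs and the genes changed in SMYD3 CL5 at 24 h had 16 genes in common, among them Casq2, Ccn3, Exoc3l, Hrc, Klhl41, Lmod3, Pnmal2, Ryr1, Ryr3, Slpi, Srl, Srpk3, Stac3 and Trim54. Of the 16, 12 were raised and 4 lowered in SMYD3 CL5. All 16 are in the paper's Table S3, which lists 72 genes. Without a filter on low counts, the alternative that moved it most, the number was 122, and with the replicate number as a block it was 28, of which 14 were among the 16.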

To focus on potential SMYD3 target genes, we identified common deregulated genes between SMYD3_KD_ and SMYD3_OE_ cells at 24 h post-differentiation. These 72 differentially-expressed genes exhibited a strong anti-correlation between SMYD3-loss and gain of function cell systems (Fig. 4A and Supplementary Information, Table S3) and were enriched for genes involved in skeletal muscle development, contraction and cell migration or positioning (Fig. 4B). 

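Of the 16 common genes, 13 moved in opposite directions in the knockdown and in SMYD3 CL5, 12 of them lowered by the siRNAs and raised in SMYD3 CL5. Slpi was raised by the siRNAs, with log2 fold changes of 1.93 and 1.31, and lowered in SMYD3 CL5, with -2.19. The other 3, Ccn3, Pnmal2 and Ryr3, were lowered in both experiments. Pnmal2 had log2 fold changes of -1.23, -1.19 and -5.80 with siSMYD3#1, with siSMYD3#2 and in SMYD3 CL5. Ccn3 had 2 counts in each SMYD3 CL5 library at 24 h and was at least 54.5-fold lower than in the vector control. Across the 16 genes, which are not independent replicates, the log2 fold changes in SMYD3 CL5 correlated with those of siSMYD3#1 with a Pearson r of -0.461 (permutation p = 0.0741) and a Spearman rho of -0.65 (permutation p = 0.0075), and with those of siSMYD3#2 with an r of -0.304 (permutation p = 0.255) and a rho of -0.54 (permutation p = 0.0317). Across the 180 genes changed by both siRNAs, whatever their change in SMYD3 CL5, r was -0.633 and rho -0.631 for siSMYD3#1, and r was -0.525 and rho -0.597 for siSMYD3#2, each with a permutation p of 1e-05, the smallest that 1e+05 permutations can give, and 132 genes moved in opposite directions. Of the 28 common genes found when the replicate number was a block, 25 moved in opposite directions.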

Further analysis revealed three main classes of biological functions: (i) gene families coding for structural sarcomeric proteins required for myofibril assembly, for example myosin light chain (*MYL1, MYL4, MYL6B, MYLPF*), myomesins (*MYOM1, MYOM2, MYOM3*) and Troponins (*TNNI1, TNNI2, TNNT1, TNNT3*), (ii) genes encoding calcium pumps and calcium binding proteins required for muscle excitation and contraction (e.g. *ATP2A1, Sarcalumenin, RYR1, RYR3*), and (iii) genes encoding proteins involved in cell-extracellular matrix interactions (e.g. *MMP10, SGCA*). 

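Of the myosin light chains, Myl1 (chromosome 1 of GRCm38, 66924295 to 66945404) had a log2 fold change of -2.55 with siSMYD3#1 (standard error 0.23, edgeR adjusted p = 3.71e-06), -1.72 with siSMYD3#2 (standard error 0.22, edgeR adjusted p = 0.000236) and 4.64 in SMYD3 CL5 (standard error 0.94, edgeR adjusted p = 0.0461). The 4 light chains, 3 myomesins and 4 troponins were lowered by each siRNA and higher in SMYD3 CL5, with log2 fold changes from -3.53 (Mylpf) to -1.24 (Myl6b) with siSMYD3#1, from -2.24 (Mylpf) to -1.08 (Myom2) with siSMYD3#2 and from 1.67 (Myl6b) to 4.77 (Mylpf) in SMYD3 CL5. In SMYD3 CL5, Myom1 (edgeR adjusted p = 0.00183) and Myom3 (0.00581) were under 0.01, and the adjusted p-values of the others lay between 0.0149 (Mylpf) and 0.0756 (Tnni2). With siSMYD3#2 the 3 myomesins stayed over 0.01, at 0.0192, 0.026 and 0.0109 from Myom1 to Myom3. Myom1 shares 207 of its 10459 exon bases, Atp2a1 763 of 3477, Ryr3 916 of 18977 and Myl4 3 of 4637 with a gene on the opposite strand. Ryr1 shares 864 of its 21838 exon bases with 1 such gene and 50 with another. Among the calcium pump and calcium binding genes, Ryr1 had log2 fold changes of -3.07, -2.00 and 4.00 with siSMYD3#1, with siSMYD3#2 and in SMYD3 CL5 (edgeR adjusted p = 7.05e-08, 1.56e-05 and 0.00286), and Srl, the sarcalumenin gene, had -2.18, -1.68 and 3.34, the last with an edgeR adjusted p of 0.00138. Atp2a1 had -2.38, -1.51 and 3.45, with an edgeR adjusted p of 0.0383 in SMYD3 CL5. Ryr3 was lowered in both experiments, with -1.02, -0.89 and -4.52 (edgeR adjusted p = 0.000924, 0.00417 and 0.0015), and its level in SMYD3 CL5 at 24 h was 0.981 ± 0.0191 CPM (SD, n = 2) against 22.5 ± 8.91 CPM (SD, n = 2) in the vector control. Of the extracellular matrix genes, Mmp10 was lower in both experiments, with -1.53, -1.66 and -2.65, and an edgeR adjusted p of 0.0479 in SMYD3 CL5. Sgca had -0.90 with siSMYD3#1 (edgeR adjusted p = 0.019), -1.53 with siSMYD3#2 (edgeR adjusted p = 0.000895) and 2.42 in SMYD3 CL5 (edgeR adjusted p = 0.0477).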

The list also includes three genes involved in myoblast fusion; the muscle-specific Ser/Arg-rich protein specific kinase 3 (*SRPK3*), the Kelch-like protein 41 (*KLHL41*) and the myoblast fusion protein *Myomaker (Mymk)*. 

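Mymk (ENSMUSG00000009214) lies on chromosome 2 of GRCm38 from 27061636 to 27072179. Its level at 24 h was 77.0 ± 16.3 CPM (SD, n = 3) with siCtrl, 7.10 ± 1.90 CPM (SD, n = 3) with siSMYD3#1 and 17.2 ± 7.67 CPM (SD, n = 3) with siSMYD3#2, and 3.86 ± 1.13 CPM (SD, n = 2) in the vector control against 90.6 ± 11.3 CPM (SD, n = 2) in SMYD3 CL5. The log2 fold changes were -3.50 (standard error 0.29, edgeR adjusted p = 2.27e-06), -2.24 (standard error 0.27, edgeR adjusted p = 0.000173) and 4.55 (standard error 0.82, edgeR adjusted p = 0.0306), the last not past the threshold of 0.01. Klhl41, also on chromosome 2, from 69670120 to 69684230, had -3.04 (edgeR adjusted p = 1.65e-06), -2.07 (edgeR adjusted p = 0.000119) and 4.50 (edgeR adjusted p = 0.00103) in the same order. Srpk3, on chromosome X from 73774405 to 73778925, had -2.44 (edgeR adjusted p = 4.6e-05), -1.99 (edgeR adjusted p = 0.000592) and 4.47 (edgeR adjusted p = 0.00587), on levels of 4.35 ± 1.80 CPM (SD, n = 3) in siCtrl and 4.88 ± 0.908 CPM (SD, n = 2) in SMYD3 CL5. The log2 fold change in SMYD3 CL5 with the replicate number as a block was 4.68 for Mymk (edgeR adjusted p = 0.0134) and 4.51 for Klhl41 (edgeR adjusted p = 0.000727).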

Interestingly, we observed deregulated expression of the MRF *myogenin*, a key regulator of skeletal muscle differentiation; *myogenin* was markedly reduced in SMYD3_KD_ cells and significantly elevated in SMYD3_OE_ cells, at 24 h post-differentiation compared to control cells. 

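Myog, the myogenin gene (ENSMUSG00000026459), lies on chromosome 1 of GRCm38 from 134289989 to 134292548. In siCtrl its level rose from 1.05 ± 0.843 CPM (SD, n = 3) at 0 h to 180 ± 110 CPM (SD, n = 3) at 24 h, the 24 h libraries having 222.3, 262.5 and 55.59 CPM, the last extracted with TRIzol. At 24 h it was 14.2 ± 7.54 CPM (SD, n = 3) with siSMYD3#1 and 41.7 ± 9.30 CPM (SD, n = 3) with siSMYD3#2. The log2 fold change from siCtrl was -3.59 with siSMYD3#1 (standard error 0.30, edgeR adjusted p = 5.4e-06) and -1.81 with siSMYD3#2 (standard error 0.28, edgeR adjusted p = 0.00125). By replicate number it was -3.489, -3.932 and -3.301 with siSMYD3#1, and -2.193, -2.537 and -0.838 with siSMYD3#2, the last of each being the TRIzol libraries, 1 per condition. The fall was larger with siSMYD3#1 than with siSMYD3#2, by -1.77 on the log2 scale (standard error 0.29, edgeR adjusted p = 0.00211). Over the alternatives the adjusted p of this difference ranged from 1.85e-37 to 0.473. It ranged from -2.02 to -1.22 with 1 library left out, and 2 of 6 such fits did not pass the threshold. In the vector control the 24 h level was 7.15 ± 0.173 CPM (SD, n = 2), and in SMYD3 CL5 it was 101 ± 31.4 CPM (SD, n = 2). The log2 fold change of 3.82 (standard error 0.73) had an edgeR adjusted p of 0.0376, over the threshold of 0.01, and was 4.083 and 3.488 by replicate number. Without the extraction covariate the log2 fold changes were -3.67 with siSMYD3#1 (edgeR adjusted p = 0.0233) and -2.11 with siSMYD3#2 (edgeR adjusted p = 0.242). Over the alternatives the adjusted p of Myog in SMYD3 CL5 ranged from 7.36e-25, without a filter on low counts in edgeR, to 0.038. Blocked on the replicate number, the log2 fold changes were -3.58 (edgeR adjusted p = 1.44e-05), -1.81 (edgeR adjusted p = 0.00239) and 3.88 (edgeR adjusted p = 0.0235).

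**Figure D2:**
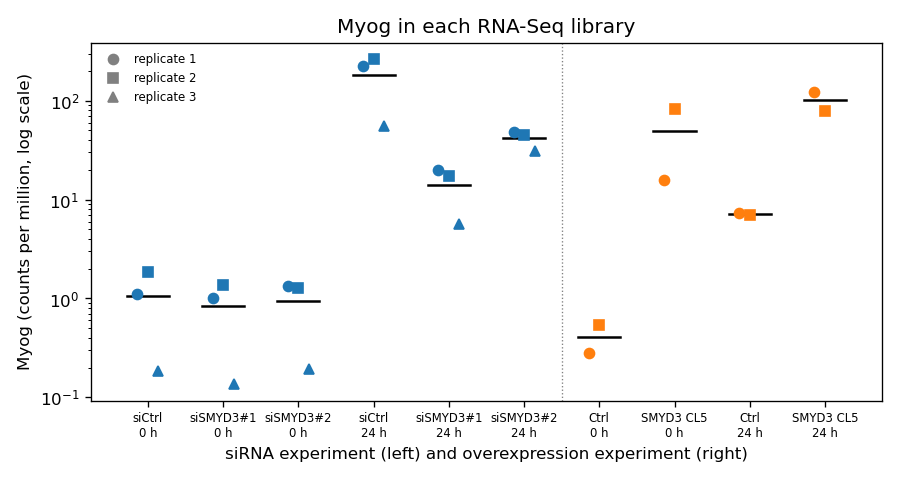
Myog level in each RNA-Seq library, in TMM-normalized CPM on a log axis, for the siRNA conditions (left of the dotted line) and the overexpression conditions (right). Points are replicates and horizontal lines are means; at 24 h the siSMYD3#1 libraries lie between 5.64 and 19.8 and the SMYD3 CL5 libraries at 78.84 and 123.2.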

Notably, myogenin was the only transcription factor on this list of differentially expressed genes. Hence, the genome-wide expression profiling of differentiating C2C12 cells suggested that SMYD3 could participate in an early cascade of transcriptional activation (0–24 h) and that genes important for muscle formation and activity are impacted by SMYD3. 

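A list of 13 muscle transcription factors was written before the counts were seen, and 11 of them were tested in each experiment. Among the 180 genes changed by both siRNAs were Myog and Mef2a, and Mef2a fell with siSMYD3#1 by 0.98 on the log2 scale (edgeR adjusted p = 0.00144) and with siSMYD3#2 by 0.81 (edgeR adjusted p = 0.00831). Mef2a shares 302 of its 14681 exon bases with a gene on the opposite strand. In SMYD3 CL5, 0 of the 11 passed the threshold at 24 h, and Mef2a had a log2 fold change of 0.49 (edgeR adjusted p = 0.761). With DESeq2's Wald test in place of edgeR, Myog and Mef2a were again in the list of both siRNAs, and Myog and Myod1 passed in SMYD3 CL5.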

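At 0 h, 0 of the 65 sarcomere and contraction genes passed the threshold with either siRNA, with median log2 fold changes of 0.07 and 0.02, where 2196 and 1596 of all genes had an unadjusted p-value under 0.05. Over all genes the effect of siSMYD3#1 differed between 24 h and 0 h for 34 genes and that of siSMYD3#2 for 3, with 1388 and 1585 genes at an unadjusted p-value under 0.05. For Mymk this difference was -3.91 with siSMYD3#1 (standard error 0.55, edgeR adjusted p = 0.00324). With siSMYD3#2 it did not pass, at -1.82 (edgeR adjusted p = 0.263). For Myog neither passed, at -3.10 with siSMYD3#1 (edgeR adjusted p = 0.0471) and -1.60 with siSMYD3#2 (edgeR adjusted p = 0.317). The numbers of genes whose effect differed were 27 and 3 when the replicate number was a block. From its expression profiling of differentiating cells, the paper proposes that SMYD3 takes part in an early cascade of transcription and affects genes of muscle formation and activity.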

Our analysis also raised the possibility that deregulated *myogenin* expression might account for the defects in muscle gene expression and differentiation. Myogenin target genes have been widely studied^3,17,40–42^. To test this hypothesis, we compared the SMYD3-dependent differentially expressed genes with a published list of myogenin target genes reported for myogenin knockdown studies (#GSE19967)^43^. We identified 894 genes differentially expressed upon myogenin knockdown in C2C12 cells at 24 h post-differentiation (p-value cut-off of 0.01, following ID microarray conversion) (Supplementary Information, Table S4). 

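The myogenin knockdown values used here are those of the paper's Table S4, which the authors computed from microarrays of another study, and no array was reanalysed. The first tab of that table holds 893 entries for 837 gene names, all of which matched a gene of the counts by symbol. The log2 fold changes of a gene with several entries were averaged and turned to siMyog over control. Of these genes, 801 were tested in the siRNA libraries and 805 in the overexpression libraries, and 312 were among the genes that changed between 0 h and 24 h in siCtrl.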

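Of the 180 genes changed by both siRNAs, 26 were siMyog genes (14.4%), against 12.1 expected if the list were drawn from the differentiation-dependent genes (odds ratio 2.47, one-sided Fisher's exact p = 0.000132, adjusted 0.000264). They were Abcb1b, Actc1, Atp2a1, Aurka, Bfar, Cand2, Dclk1, Enah, Fam53b, Fn1, Fndc5, Iffo1, Klhl41, Mmp15, Mybph, Myh3, Myl4, Mymk, Myog, Ndrg4, Neurl1a, Tdrkh, Tmem38a, Tnnt2, Tpbg and Unc45b. Blocked by replicate number, there were 21, against 10.6 expected (Fisher's exact p = 0.0017), and within the NucleoSpin libraries alone 54, against 28.5 expected (Fisher's exact p = 1.92e-06). Without the extraction covariate the overlap was 2 genes against 0.666 expected (Fisher's exact p = 0.139). With all 26 libraries in 1 fit it was 7 genes against 2.47 expected (Fisher's exact p = 0.00958). Across the fits that each left out 1 library it ranged from 12 to 30 genes.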

Of these, 37 genes were differentially regulated in our SMYD3_KD_ dataset (i.e. 11.8% of differential genes in siSMYD3 C2C12 at 24 h post-differentiation), and this enrichment is statistically significant (p = 8.19 e-17 by hypergeometric distribution test). Conversely, 41 of these myogenin-dependent genes were in common with our SMYD3_OE_ C2C12 dataset (i.e. 4.9% of SMYD3_OE_ C2C12 genes) (Supplementary Information, Table S4). Again, this enrichment is significant (p = 1.78 e-06 by hypergeometric distribution test). Thus, the expression of myogenin-regulated genes correlated with SMYD3_KD_, and were anti-correlated with SMYD3_OE_ datasets (Fig. 4C and Supplementary Information, Fig. S5C,D). 

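Of the 172 genes changed in SMYD3 CL5, 8 were siMyog genes (4.65%), against 7.76 expected among all genes tested (odds ratio 1.03, one-sided Fisher's exact p = 0.517, adjusted 0.591). They were Asb13, Cnrip1, Fst, Klhl41, Ociad2, Pdgfrl, Rab32 and Rgs2. A block for the replicate number gave 21, against 10.3 expected (Fisher's exact p = 0.00159), and fitting all 26 libraries together gave 92, against 61.5 expected (Fisher's exact p = 5.95e-05). Restricted to the 66 differentiation-dependent genes changed in SMYD3 CL5, a comparison added after the values were seen, the overlap was 4 genes against 4.46 expected (Fisher's exact p = 0.661), and 15 against 6.87 with the block (Fisher's exact p = 0.00307).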

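The correlations are across genes, which are not independent replicates, and their p-values come from permuting the genes and were adjusted over a family of 3. Over the 94 siMyog genes changed by siSMYD3#1, Pearson's r with the siMyog log2 fold change was 0.812 and Spearman's rho 0.757, and 78 genes moved the same way. Over the 59 changed by siSMYD3#2, r was 0.922 and rho 0.814, and 56 moved the same way. Each of these permutation p-values was 1e-05, the smallest possible, and adjusted 1.5e-05. Over the 8 changed in SMYD3 CL5, r was -0.694 (permutation p = 0.0689, adjusted 0.0689) and rho -0.36 (permutation p = 0.389), and 7 genes moved the opposite way. With the replicate number as a block, r was 0.826 over 81 genes, 0.919 over 52 and -0.801 over 21 (permutation p = 6e-05 for the last). Within the NucleoSpin libraries alone, r was 0.747 over 169 genes for siSMYD3#1 and 0.81 over 110 for siSMYD3#2. The SMYD3 CL5 value moved most with DESeq2's test, to -0.527 over 62 genes (permutation p = 1e-05). Over the differentiation-dependent siMyog genes changed in SMYD3 CL5, a choice made after the counts were seen, r was -0.553 over 4 genes (permutation p = 0.542). With DESeq2's test it was -0.673 over 41 such genes (permutation p = 1e-05). From its own overlaps and correlations with the myogenin knockdown, the paper concludes that genes regulated by myogenin follow the SMYD3 knockdown and run against SMYD3 overexpression.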

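Of the siMyog genes, 1 was both among the 180 genes changed by the siRNAs and among the 172 changed in SMYD3 CL5, namely Klhl41, which was named after the values were seen as the single member. There were 5 with the replicate number as a block, and without a filter on low counts 18. Myog and Mymk were siMyog genes changed by both siRNAs that stayed over the threshold in SMYD3 CL5.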

Surprisingly, only 11 genes were in common within the three datasets, including *myogenin* itself and the myogenin target *Mymk* (Fig. 4D,E). 

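Over all siMyog genes tested, whether or not SMYD3 changed them, the log2 fold changes correlated across genes with those of the myogenin knockdown with a Pearson r of 0.489 and a Spearman rho of 0.317 for siSMYD3#1, and with an r of 0.459 and a rho of 0.294 for siSMYD3#2, over 801 genes. In SMYD3 CL5, over 805 genes, r was -0.25 and rho -0.072. The permutation p-values were 1e-05, the smallest possible, except for that of the last rho, 0.0401.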

Our findings show that SMYD3-differentially expressed genes display a myogenin-transcriptional signature and support a model in which the deregulated transcriptional program in SMYD3_KD_ and SMYD3_OE_ cells is due to defective activation of the myogenin pathway.

**Figure 4:**
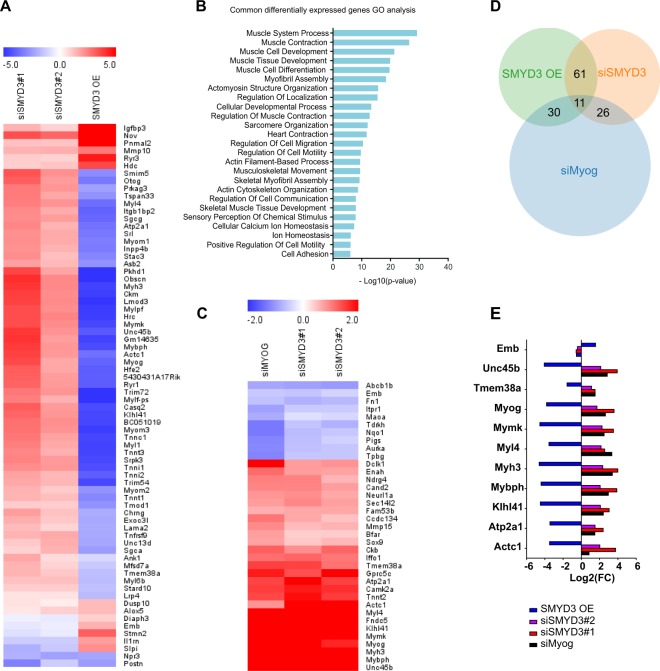
Transcriptome analysis of SMYD3_KD_ and SMYD3_OE_ myoblasts. (**A)** Heat map of common DE genes (p-value < 0.01) in SMYD3_KD_ and SMYD3_OE_ cells at 24 h post-differentiation (Log2 FC, hierarchical clustering using Euclidean distance). (**B)** PANTHER GO enrichment analysis tool was used to identify significant GO terms (Biological Process) enriched in the list of common DE genes between SMYD3_KD_ and SMYD3_OE_ cells at 24 h post-differentiation. (**C)** Heat map of common DE genes (p-value < 0.01) in SMYD3_KD_ and siMyog C2C12 cells, from the study of Liu *et al*., 2010, at 24 h post-differentiation (Log2 FC, hierarchical clustering using Euclidean distance). (**D)** Venn diagram representing the number of common genes between SMYD3_KD_, SMYD3_OE_ and siMyog from the study of Liu *et al*., 2010, in C2C12 at 24 h post differentiation. (**E)** Histogram representing Log2(FC) levels of the 13 genes found in common between the present study and siMyog from the study of Liu *et al*., 2010.

### SMYD3 is necessary to induce *myogenin* expression upon differentiation

Our study showed SMYD3-dependent changes in *myogenin* expression levels following SMYD3 silencing or overexpression in murine and human myoblasts (Fig. 5A,B, Supplementary Information Fig. S6A). Furthermore, aberrant activation of Myogenin expression was also observed after SMYD3 pharmacological inhibition, both in wild-type C2C12 and in SMYD3 overexpressing cells (Supplementary Information Fig. S6B). *Myogenin* expression is tightly regulated during differentiation through chromatin modifications on its promoter and a positive autoregulation loop^41^. Publicly available chromatin immunoprecipitation (ChIP) sequencing (ChIP-seq) ENCODE data showed that the *myogenin* locus is enriched for H3K4me3 upon myogenic activation and that myogenin binds to its own promoter upon differentiation (Fig. 5C). SMYD3 was reported to control gene expression through H3K4 di/tri-methylation of the promoters of specific target genes^32^. We performed ChIP analysis of H3K4me3 levels on the *myogenin* locus to assess whether SMYD3 affects histone methylation levels. SMYD3_KD_ cells exhibited decreased H3K4me3 levels on the *myogenin* gene upon differentiation, whereas promoter and distal regions were not affected (Fig. 5D,E). Conversely, H3K4me3 levels increased significantly on the same region in SMYD3_OE_ cells compared with controls (Fig. 5F). SMYD3 can bind to DNA containing 5’-CCCTCC-3’ or 5’-GAGGGG-3’ sequences on the regulatory regions of target genes^32^, and analysis of the *myogenin* locus revealed the presence of multiple SMYD3 binding sites, both upstream and downstream of the *myogenin* transcription start site (TSS). However, we could not detect any significant binding of SMYD3 to the *myogenin* locus (data not shown). Our data suggest that although SMYD3 is required for *myogenin* transcriptional activation and is associated with H3K4me3 changes, SMYD3 action might still be indirect. Activation of *myogenin* expression at early stages of skeletal muscle differentiation is essential for myogenic progression and myogenin controls the expression of late muscle genes by cooperating with other transcription factors^41^. Therefore, we tested whether exogenous *myogenin* expression could rescue the myogenic potential of SMYD3_KD_ C2C12. Myogenin ectopic expression partially rescued myotubes formation in siSMYD3 cells, (Fig. 5G,H, Supplementary Information Fig. S6C). Overall, these findings show that SMYD3 is required for myoblast differentiation through activation of *myogenin* transcriptional program and also via a myogenin-independent pathway.

**Figure 5:**
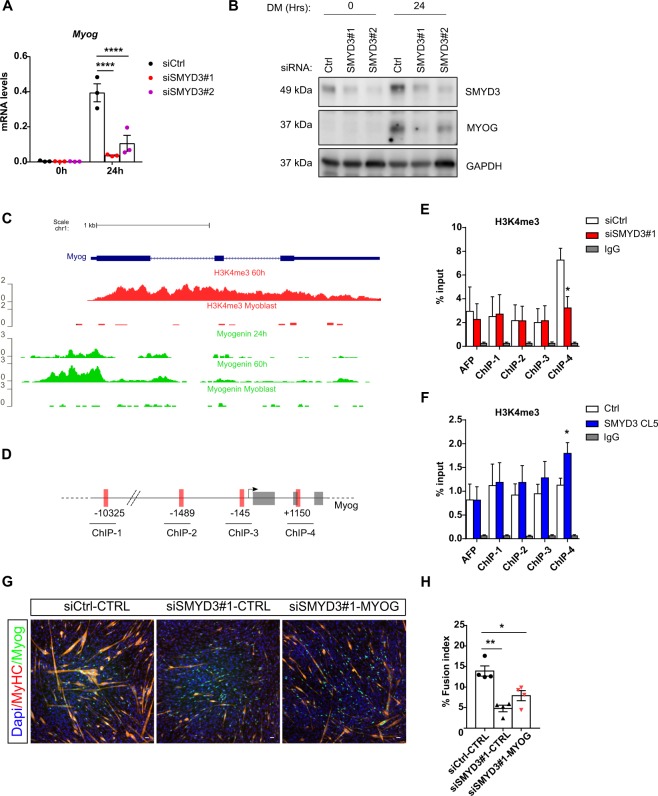
SMYD3 regulates *myogenin* expression. (**A)** Relative expression levels of *myogenin* transcripts monitored by qRT-PCR in siCtrl and siSMYD3 (siSMYD3#1 and siSMYD3#2) undifferentiated (0 h) and differentiated (24 h) C2C12 cells. Data shown as means ± SEM of three independent experiments. ANOVA, ****p < 0.0001 vs. control respectively. (**B)** Western blot showing decreased expression of myogenin in undifferentiated (0 h) and differentiating (24 h) C2C12 cells after *Smyd3* knockdown. GAPDH was used as an internal control. Original blot images are shown in Supplementary Fig. S7E. (**C)** UCSC Genome Browser snapshot of H3K4me3 and myogenin ChIP-seq reads, aligned along *Myog* locus, in undifferentiated myoblasts and after 24 h or 60 h of differentiation in C2C12. (**D)** Schematic representation of murine *Myog* locus, illustrating exons (gray rectangles), introns and intergenic regions (black line). Regions amplified by the primers used in the ChIP assays are represented as red rectangles, and their position on the locus is indicated. (**E)** ChIP assay of chromatin from C2C12 at 24 h of differentiation, after transient transfection with a control siRNA (siCtrl) or an siRNA targeting SMYD3 (siSMYD3#1). Immunoprecipitation was performed using H3K4me3 antibody or IgG, AFP was used as negative control position, ChIP-qPCR n=3. Unpaired two-tailed t-test, *p < 0.05 vs. control respectively. (**F)** ChIP assay was performed with chromatin from SMYD3 CL5 myoblasts and control cell line (Ctrl), after 24 h in DM. Immunoprecipitation was performed using H3K4me3 antibody or IgG, AFP was used as negative control position, ChIP-qPCR n = 6. Unpaired two-tailed t-test, *p < 0.05 vs. control respectively. (**G)** Immunofluorescence analysis of myogenin and MyHC in siRNA-treated C2C12 cells at 72 h in DM, following overexpression of myogenin or a control vector. Scale bar 50 µm. (**H)** Fusion index was calculated by immunofluorescence staining as the percentage of nuclei within MyHC expressing myotubes, in siCtrl or siSMYD3 cells, after overexpression of myogenin or control empty vector. Data shown as means ± SEM of four independent experiments. ANOVA, **p < 0.01, *p < 0.05.

## Discussion

Studies of SMYD3 methyltransferase established a role in promoting cancer cell proliferation, invasion and metastasis. Some of these cancer phenotypes were attributed to regulation of specific target genes including *WNT10B*^44^, *hTERT*^45^, *NKX2.8*^32^, *MMP9*^46^, and homologous recombination (HR) repair genes^47^. While most of the previous work on SMYD3 has focused on its implication in cancer, its role in normal differentiation programs has been largely ignored. The emerging interest in the impact of epigenetic regulators in differentiation has implicated members of the SMYD methyltransferase family in cardiac or skeletal myogenesis during development. These recent findings drove us to explore the molecular mechanisms and target gene pathways of SMYD3 during mammalian, skeletal muscle differentiation. We assessed the role of SMYD3 in mammalian myogenesis by analyzing the consequences of SMYD3 overexpression (SMYD3_OE_) and SMYD3 knockdown (SMYD3_KD_) on myoblast differentiation and gene expression. SMYD3 was originally linked to myogenesis by its requirement for cardiac and skeletal muscle development in zebrafish^35^. Our data provide the first evidence for a role of SMYD3 as a positive regulator of myogenic differentiation in mammals, as well as the first SMYD3-dependend transcriptomic analysis in differentiating myoblasts. We show that SMYD3_OE_ enhanced muscle differentiation in murine myoblasts, characterized by elevated expression of differentiation markers and increased myotubes size (Fig. 1). Conversely, SMYD3_KD_ hampered the expression of differentiation markers and impaired myogenic differentiation *in vitro* (Fig. 2). Our transcriptome analysis identified SMYD3-dependent genes with important roles in skeletal muscle development, structure, organization and function (Fig. 4). Furthermore, our loss-of-function analysis highlighted the conservation of SMYD3 function between human and mouse and supports an evolutionary conserved role for SMYD3 in myogenesis. Besides, we showed that the SMYD3 inhibitor BCI-121 significantly reduced C2C12 differentiation potential, supporting the importance of SMYD3 catalytic methyltransferase activity for proper myogenesis. Contrasting observations linking SMYD3 to muscle atrophy through the transcriptional activation of *c-Met* and *myostatin* genes^36^, suggest that SMYD3 could play diverse roles in normal development and in response to physiological stress, such as atrophy. Myogenesis requires a tightly-regulated balance between irreversible cell cycle exit, induction of muscle-specific genes, and functions of epigenetic regulators (for example, the SWI/SNF chromatin remodeling complex)^40,48,49^. SMYD3’s role in cancer involves regulating cell proliferation and cell cycle progression^32,50,51^. So it was important to establish whether the muscle differentiation phenotypes could be explained by deregulation of cell cycle genes in SMYD3_OE_ or SMYD3_KD_ cells. Our proliferation analysis showed that SMYD3 is not primarily involved in the regulation of myoblasts cell cycle progression and cell cycle exit upon differentiation (Fig. 3), thereby uncoupling myoblast proliferation from SMYD3-dependent differentiation roles.

Our study takes SMYD3 beyond cancer functions and links with recent reports implicating SMYD3 as a developmental regulator. For example, *Smyd3* expression is induced during human ES cell differentiation^52^ and SMYD3 contributes to early embryonic lineage commitment, where it participates in the blastocyst induction of pluripotency genes (*Oct4, Nanog, Sox2*), primitive endoderm markers (such as *Gata6*) and trophoectoderm markers (*Cdx2* and *Eomes*)^53^. Furthermore, SMYD3 maintains the self-renewal capacity of a subset of cancer stem cells (CSCs) by regulating the expression of the master stem cell regulator *ASCL2*^54^. SMYD3 was detected in both undifferentiated and differentiated myoblasts and is not induced upon differentiation (Supplementary Information Fig. S1). Furthermore, SMYD3 expression is detected in mesenchymal stem cells, from which the myogenic lineage derives (data not shown). Thus, it will be interesting to investigate if Smyd3 is required for early commitment to muscle cell identity and the de-repression of developmental regulators. Our transcriptomic analysis revealed that changes in SMYD3 levels primarily affect the expression of the key MRF myogenin and muscle-specific genes, suggesting that SMYD3 acts upstream of myogenin upon myoblast differentiation.

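At 0 h, before differentiation medium, the Myog level differed little with siSMYD3#1 (log2 fold change -0.48, standard error 0.53, edgeR adjusted p = 0.812) or siSMYD3#2 (-0.21, standard error 0.48, edgeR adjusted p = 0.937) from siCtrl, where it had between 5 and 109 counts per library. In SMYD3 CL5 at 0 h it was 48.9 ± 46.7 CPM (SD, n = 2), with 15.92 CPM in replicate 1 and 81.93 CPM in replicate 2, against 0.409 ± 0.179 CPM (SD, n = 2) in the vector control, a log2 fold change of 6.86 (standard error 0.89, edgeR adjusted p = 0.00885). With the replicate number as a block it was 6.75 (edgeR adjusted p = 0.00655).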

The activation of *myogenin* expression is required for the myogenic program, both during muscle development and post-natal muscle growth^11,40,55^. *Myogenin* expression is directly regulated by MyoD, which can recognize E-box sequences in *myogenin* regulatory regions and can interact with chromatin remodeling factors and transcriptional regulators to drive expression^6,8^. MyoD recruits histone acetylases (HATs) and the SWI/SNF remodeler complex to the *myogenin* locus^18,19^. The KMT Set7/9 positively regulates myogenesis via interaction with MyoD and H3K4 methylation at regulatory regions of muscle genes^22^. Myogenin can also regulate its own expression via a positive feed-back loop^41^. Our transcriptome analysis showed that *myogenin* was the only MRF whose expression was significantly affected in both SMYD3_KD_ and SMYD3_OE_ cells, at 24 h post-differentiation (Fig. 4). Furthermore, our ChIP experiments demonstrated that the deposition of the active transcription mark H3K4me3 at the *myogenin* locus is partially SMYD3-dependent, thus suggesting that SMYD3 is an additional epigenetic factor contributing to the transcriptional activation of *myogenin* upon myogenesis. However, it is possible that this regulation is through direct or indirect mechanisms. Indeed, we could not detect direct recruitment and binding of SMYD3 at the *myogenin* locus upon differentiation, nor evidence for a physical interaction with MyoD (unpublished data). In addition to its histones methylation activities, SMYD3 can facilitate mRNA transcription via other mechanisms, including direct interaction with Pol II and the transcriptional cofactors PC4 and BRD4^36,56^. Hence, we cannot exclude that the SMYD3 regulation of *myogenin* could also occur indirectly, via these alternative mechanisms.

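The other myogenic regulatory factors of the MyoD family stayed over the threshold at 24 h in the edgeR fits of each experiment, and Myod1 passed it under other settings, in SMYD3 CL5 with DESeq2's Wald test, without a filter on low counts and with all 26 libraries in 1 fit, and with siSMYD3#2 without that filter, with only the groups compared and within the NucleoSpin libraries alone. Myod1 had log2 fold changes of -0.41 with siSMYD3#1 (edgeR adjusted p = 0.455), -0.94 with siSMYD3#2 (edgeR adjusted p = 0.0716) and 1.48 in SMYD3 CL5 (edgeR adjusted p = 0.0775). Myf5 had -0.36 (edgeR adjusted p = 0.0312), -0.31 (edgeR adjusted p = 0.076) and -0.93 (edgeR adjusted p = 0.368). Myf6 had -0.31 (edgeR adjusted p = 0.669), -1.09 (edgeR adjusted p = 0.0861) and 0.69 (edgeR adjusted p = 0.732), and its sign with siSMYD3#1 turned when siCtrl replicate 2 was left out. With the replicate number as a block, the SMYD3 CL5 values were 1.54 for Myod1 (edgeR adjusted p = 0.02), -0.97 for Myf5 (edgeR adjusted p = 0.285) and 0.70 for Myf6 (edgeR adjusted p = 0.703).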

Among the MRFs, myogenin is essential to guide terminal differentiation, myofiber formation and size^12^. Myoblasts fusion is guided by specific fusion proteins, such as the recently identified Myomaker and Myomerger^57,58^, whose expression is under myogenin control. We observed substantially fewer multinucleated myotubes in SMYD3_KD_ cells compared to controls (Fig. 2), whereas SMYD3_OE_ increased the number of MHC positive cells and the size of formed myotubes (Fig. 1). Furthermore, our transcriptomic analysis detected SMYD3-dependent changes in the expression of genes involved in myoblast fusion, including the key fusion protein Myomaker. Thus, SMYD3 might regulate the expression of muscle-specific genes at the onset of differentiation, but also the later myoblast fusion processes necessary for correct terminal differentiation. 

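Mymx, the gene of the fusion micropeptide myomixer, had log2 fold changes at 24 h of -2.38 with siSMYD3#1 (standard error 0.31, edgeR adjusted p = 6.08e-05), -1.31 with siSMYD3#2 (standard error 0.29, edgeR adjusted p = 0.00879) and 4.22 in SMYD3 CL5 (standard error 0.96, edgeR adjusted p = 0.065). With the replicate number as a block the adjusted p of siSMYD3#2 from edgeR was 0.0147. At 0 h the log2 fold change of Mymk in SMYD3 CL5 was 6.77 (edgeR adjusted p = 0.0124).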

Interestingly, *Myog*^*−/−*^ myoblasts also fail to correctly form myofibers, suggesting that impaired myoblast fusion in SMYD3_KD_ C2C12 might depend on the lack of myogenin^10,11^. Our transcriptome analysis highlighted that myogenin target genes are differentially expressed in SMYD3_KD_ and SMYD3_OE_ cells (Fig. 4). It will be important to further investigate whether SMYD3 directly regulates the expression of genes involved in myoblast fusion, or whether this is an indirect effect of the deregulation of early myogenesis events, notably *myogenin* transcriptional activation.

Our data using myoblast models show that SMYD3 positively affects myogenesis. However, *Smyd3*^*−/−*^ mice are viable with no clear developmental defects^59^. This might be explained by compensation *in vivo* mediated by proteins with redundant functions. The SMYD protein family counts five different members which share a common conserved structure and some common histone targets, which may ensure redundancy during development^60^. Furthermore, studies have implicated SMYD1-4 in cardiac and skeletal muscle development^26,27^. SMYD1 is the only member showing a muscle-restricted pattern of expression^28,61^. We observed that *Smyd1* transcript levels were affected in both SMYD3_KD_ and SMYD3_OE_ cells (Supplementary Information, Fig. S3). Previous studies revealed that *Smyd1* expression is directly regulated by myogenin^61^, suggesting that changes in Smyd1 expression are likely to be due to defective activation of *myogenin* upon SMYD3 expression modulation. Finally, we show that myogenin ectopic expression partially rescues terminal differentiation of SMYD3_KD_ C2C12, suggesting that SMYD3 and myogenin affect myoblasts fusion through overlapping and also distinct mechanisms.

Our findings support a model in which SMYD3 can function upstream of a myogenin-dependent regulatory network, to regulate (directly or indirectly) endogenous *myogenin* expression. Both SMYD3_KD_ and SMYD3_OE_ phenotypes can be explained, at least partially, by the abnormal activation of endogenous myogenin expression, leading to inhibited or enhanced differentiation, respectively. However, only a subset of the deregulated genes in SMYD3_OE_ and SMYD3_KD_ cells can be explained by deregulated myogenin expression, highlighting the presence of a myogenin-independent SMYD3 regulatory pathway. In conclusion, our results highlight a new role for SMYD3 as a regulator of the myogenin pathway during muscle differentiation, potentially via its histone methyltransferase activity. We demonstrated that SMYD3 is a positive regulator of murine muscle differentiation, and this action is uncoupled from cell cycle exit, and we provided evidence for a conservation of its role in human myoblasts. Collectively, our data provide novel insights on the role of the lysine methyltransferase SMYD3 in the control of myogenic differentiation and muscle-specific gene expression.

## Methods

### Cell lines and culture conditions

C2C12 mouse myoblasts were cultured in Growth medium (GM): Dulbecco’s modified Eagle’s medium (DMEM, Sigma) supplemented with 15% Fetal Calf Serum (FCS, Gibco) and 100 U/ml penicillin/streptomycin. Primary mouse myoblasts were cultured in plates coated with Gelatine 1%, in GM: DMEM supplemented with 20% FCS, 1% L-glutamine, 100 U/ml penicillin/streptomycin and 2% UltroserG. Muscle differentiation was induced by switching to serum-deprived differentiation medium (DM): DMEM, supplemented with 2% Horse Serum (Gibco), and 100 U/ml penicillin/streptomycin. Likewise, immortalized human myoblasts C25 were grown in GM: 1 Vol medium 199 (Gibco) + 4 Vol DMEM GlutaMAX (Gibco), 20% FCS, Fetuin: 25 µg/ml, hEGF: 5 ng/ml, bFGF: 0,5 ng/ml, Insulin: 5 µg/ml, Dexamethasone: 0,2 µg/ml, 100 U/ml penicillin/streptomycin. Differentiation was induced by switching to serum-deprived DM (DMEM + 100 U/ml penicillin/streptomycin + 10 μg/ml Insulin). All cell lines were cultured at 37 °C and 5% CO_2_. Primary murine myoblasts were isolated from adult murine skeletal muscle and were kindly provided from Dr A. Pincini (Institut Cochin). C25 cells were provided by Dr A. Bigot (Institut de Myologie). All cell lines were cultured at 37 °C and 5% CO2. The SMYD3 small-molecule inhibitor BCI-121 (Sigma, SML1817) was dissolved in DMSO at a concentration of 20 mg/ml. C2C12 cells were cultured for 24 h in GM containing 100 µM of BCI-121 or DMSO as a negative control. Cells when then switched to DM containing 100 µM of BCI-121 or DMSO for 72 hrs. Protein samples were harvested at 0, 24, 48 and 72 h post-differentiation upon BCI-121 treatment and analyzed by western blot for differentiation markers expression.

### Transfection and gene silencing

C2C12 cells, primary mouse myoblasts and human immortalized myoblasts were transfected with 60 nM final of siRNAs (Sigma Aldrich) using LipoRNAiMAX (Invitrogen), according to the manufacturer’s instructions. Two consecutive transfections were performed, the first one on proliferative non confluent myoblasts and the second one 24 h later, when myoblasts were induced to differentiation. The specific oligo sequences of siRNA are listed in Supplementary Table S6. Plasmids expressing MYOGENIN in pEMSV vector were kindly provided by the laboratory of Dr S. Ait-Si-Ali (CNRS, UMR7216, Paris) and transfected in C2C12 at 0.1 µg/cm^2^ using Lipofectamine2000 (Invitrogen) according to the manufacturer’s instructions.

### Construction of C2C12 cell line stably expressing HA-Flag-SMYD3

The cDNA encoding SMYD3 was PCR amplified and cloned into the pREV retroviral vector, kindly obtained from the laboratory of Dr S. Ait-Si-Ali (CNRS, UMR7216, Paris). The plasmid contains an epitope tag (3 HA- and 3 Flag-tag) in 5’ of the cloning site and a selection marker. C2C12 myoblasts stably expressing double-tagged Flag-HA-SMYD3 protein were established using retroviral transduction strategy as previously described^48^. C2C12 cells stably integrating pREV-SMYD3 or pREV control vector were sub-cloned to obtain 100% positive clonal populations. Stable ectopic SMYD3 expression in these clones was validate by western blot and immunofluorescence analysis, using anti-HA and anti-FLAG antibodies. We selected two C2C12 positive clonal populations for our further experiments, called SMYD3 CL3 and SMYD3 CL5.

### CRISPRi design and lentiviral transduction

Human immortalized myoblasts C25 were transduced with lentiviral particles encoding CRISPRi system as previously described^37^. Briefly, sgRNAs were designed to target near the TSS of the gene of interest (100 bp upstream) and cloned into pLKO5-sgRNA-EFS-tRFP vector. pHR-SFFV-dCas9-BFP-KRAB plasmid was used for KRAB-dCas9 expression. To produce lentiviral particles, 293 T cells were co-transfected with an envelope plasmid (pMD2.G-VSV-G), a packaging vector (psPAX2) and either the dCas9-KRAB or sgRNA expression vectors using calcium phosphate transfection. 48 h after transfection, the medium containing viral particles was harvested and cleared of cell debris by filtering through a 0,45 μm filter. Cleared supernatant was centrifuged at 25 000 rpm for 2 h at 4 °C. Concentrated virus was used to infect human myoblasts. Medium was changed after 24 h. Cells were at first transfected with Krab-dCAS9 vector, and FACS sorted to obtain BFP positive cells. Stable cell lines integrating pHR-SFFV-dCas9-BFP-KRAB were then reinfected with sgRNAs. Efficient and stable SMYD3 silencing throughout cell passages and differentiation was confirmed at both RNA and protein levels. For sgRNA sequences, see Supplementary Table S6.

### RNA extraction and RT-qPCR

Total RNA was extracted using NucleoSpin RNA Kit (Machery Nagel) or TRIzol (Invitrogen), following the manufacturer’s instructions. cDNA synthesis was performed with the Reverse Transcriptase Superscript III and IV (Invitrogen). Quantitative PCR amplification was performed with the ABI 7500 machine (Applied Biosystems) using the Sybr Green reagent (Applied Biosystems). See Supplementary Table S6 for primer sequences. The detection of a single product was verified by dissociation curve analysis. Relative quantities of mRNA were analysed using the Δ*C*_t_ method. *Gapdh* and *Rplp0* were used for normalization.

### Library preparation and sequencing for RNA-seq

Total RNA from two to three biological replicates was extracted using NucleoSpin RNA Kit (Machery Nagel) or TRIzol (Invitrogen) following the manufacturer’s instructions. RNA concentrations were obtained using nanodrop or a fluorometric Qubit RNA assay (Life Technologies, Grand Island, New York, USA). The quality of the RNA (RNA integrity number) was determined on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) as per the manufacturer’s instructions. To construct the libraries, 100 to 200 ng of high-quality total RNA sample (RIN > 8) was processed using TruSeq Stranded mRNA kit (Illumina) according to manufacturer instructions. Briefly, after purification of poly-A containing mRNA molecules, mRNA molecules are fragmented and reverse- transcribed using random primers. Replacement of dTTP by dUTP during the second strand synthesis will permit to achieve the strand specificity. Addition of a single A base to the cDNA is followed by ligation of Illumina adapters. Libraries were quantified by qPCR using the KAPA Library Quantification Kit for Illumina Libraries (KapaBiosystems, Wilmington, MA) and library profiles were assessed using the DNA High Sensitivity LabChip kit on an Agilent Bioanalyzer.

### RNA-seq analysis

Libraries were sequenced on an Illumina Nextseq. 500 instrument using 75 base-lengths read V2 chemistry in a paired-end mode (between 17 and 80 million reads). Quality of FASTQ files was assessed using FASTQC software (version FastQC-v0.11.5). Reads were aligned using hisat2^62^ to the Mus_musculus.GRCm38.dna (version hisat2-2.1.0). Reads were then count using Featurecount (version subread-1.6.3)^63^ and differential expression analysis was performed using DESeq. 2 package version 1.22.2^64^ using R software version 3.5.2. We corrected a batch effect (due to extraction method used) using DESeq. 2 with ~ Condition + Extraction. We selected differentially expressed genes for which p value adjusted was <0.01.

#### Chromatin Immunoprecipitation (ChIP)

C2C12 cells were harvested with a cell scraper, washed twice in PBS, and fixed in PBS −1% formaldehyde 10 minutes at room temperature. Formaldehyde was neutralized by adding glycine at 0.125 M final concentration for 5 minutes. Fixed cells were extensively washed in cold PBS. Chromatin was prepared by two subsequent extraction steps (10 min, 4 °C). First, cells were resuspended into cell lysis buffer (Hepes pH 7.8 25 mM, MgCl_2_ 1.5 mM, KCl 10 mM, DTT 1 mM, NP-40 0.1%), incubated 10 min on ice followed by centrifugation (5 minutes, 2000 rpm). Nuclei were then resuspended in nuclear lysis buffer (Hepes pH 7.9 50 mM, NaCl 140 mM, EDTA 1 mM, Triton X100 1%, Na-deoxycholate 0.1%, SDS 0.5%), and sonicated on Bioruptor Power-up (Diagenode) to obtain genomic DNA fragments with a bulk size of 150–300 bp. Following centrifugation (10 min, 13000 rpm) the supernatant was used for immunoprecipitation. Immunoprecipitation was performed by incubating 2 µg of H3K4me3 antibody (Diagenode pAb-030–050 - C15410030) or IgG (sc-2025) with 5 µg of chromatin in IP buffer (Hepes pH 7.9 50 mM, NaCl 140 mM, EDTA 1 mM, Triton X100 1%) at 4 °C overnight. The following day, protein-A/G beads (Thermo Fisher Scientific, 88802) were added to the antibodies-chromatin complexes and incubated at 4 °C for 4 hours. Immunoprecipitates were washed three times with IP buffer, one time with wash buffer (Tris pH 8 20 mM, LiCl 250 mM, EDTA 1 mM, NP-40 0.5%, Na-deoxycholate 0.5%), and two times with elution buffer (Tris pH 8 20 mM, EDTA 1 mM). Then immunoprecipitated chromatin was eluted by incubating beads with extraction buffer supplemented with 1% SDS at 65 °C. Chromatin was then reverse cross-linked by adding NaCl (200 mM) and RNAseA (0.3 µg/µL) and incubating at 65 °C overnight. The proteins were digested by adding Proteinase K (0.2 µg/µL) and incubating 4 hours at 37 °C. Finally, DNA was purified with DNA Extraction – Qiagen DNeasy kit. DNA was resuspended in water.

### Western blot

Total proteins were extracted with Laemmli lysis buffer, sonicated (30 s ON/30 s OFF for 5 min) resolved on 10.5% acrylamide/bis-acrylamide SDS–PAGE gels and transferred to nitrocellulose membranes (Thermo Fisher Scientific) in transfer buffer. Protein transfer was assessed by Ponceau-red staining. Membranes were blocked in Tris-buffered saline pH 7.4 containing 0.1% Tween-20 and 5% milk for 1 h at room temperature. Incubations with primary antibodies were carried out at 4 °C overnight using the manufacturer recommended dilutions in Tris-buffered saline pH 7.4, 0.2% Tween-20. After 1 h incubation with an anti-rabbit or anti-mouse peroxidase-conjugated antibody (Jackson ImmunoResearch) at room temperature, proteins were detected by chemiluminescence using SuperSignal (Thermo Fisher Scientific), with Fusion v15.11 software or with the LI-COR Odyssey FC Imaging System and Image Studio Lite Software. The following antibodies were used: mouse anti-MyHC (R&D Systems, MAB4470), rabbit anti-histone H3 (Abcam, ab1791), rabbit anti-GAPDH (Sigma, G9545), monoclonal anti-Flag M2-Peroxidase (Sigma, A8592), rabbit anti-MCK (Kindly provided by Dr Slimane Ait-si-Ali, raised by Dr H Ito), rabbit anti-SMYD3 (Abcam, ab187149), rabbit anti-SMYD3 (Diagenode, C15410253-100), rabbit anti-Cyclin D1 (Abcam, ab 16663), rabbit anti-P21 (ab 109199), mouse anti-MYOGENIN (F5D ab 1835).

### Immunofluorescence and EdU staining

For each experiment, at the indicated time point, cells were washed with phosphate buffered saline (PBS) and fixed in PBS 3.7% formaldehyde for 15 min at room temperature. Cells were rinsed twice in PBS, permeabilized with PBS 0.5% Triton X-100 for 5 min and then blocked for 30 min with PBS 1% BSA to prevent non-specific staining. After three washes in PBS 0.2% Tween-20, cells were incubated with primary antibodies in 1% BSA at room temperature for 40 min -1h. After washing in PBS 0.2% Tween, cells were incubated for 30 min with secondary antibodies (1:500). Following washing in PBS 0.2% Tween, cells were stained with Hoechst or directly mounted using ProLong™ Gold Antifade Mountant with DAPI (Thermo Scientific). Images of immunofluorescence staining were photographed with a fluorescent microscope Leica Inverted 6000 or Zeiss, using Metamorph or ZEN software, respectively. As primary antibody we used anti-MyHC antibody (R&D Systems, MAB4470) and anti-MyoG antibody (F5D supernatant from DSHB). As secondary antibody Alexa Fluor 488 Goat anti-mouse or Cy3 Goat anti-mouse, of different IgG subtypes when co-staining for MyoG/MyHC. Fusion index was calculated as the percentage of nuclei contained in MyHC-positive myotubes, compared to the total number of nuclei. Myotubes diameter was measured along the myotube using ImageJ. Cell proliferation was assessed using EdU assay. C2C12 and stable clones were plated and induced to differentiation, or transfected with siRNAs before induction of differentiation. EdU incorporation was monitored in two culture conditions: GM or 24 h in DM. EdU was added in cell culture media at a final concentration of 10 µM during 30 min (at 37 °C). Cells were washed in PBS and fixed in PBS 3.7% formaldehyde for 15 min. After washing in PBS, cells were permeabilized in PBS Triton X-100 0.5% for 15 min. Cells were washed three times in PBS Tween 0.2% and stained using the Click-iT® EdU Alexa Fluor® 488 kit (Thermo Scientific), following manufacturer’s instruction. Cells were incubated for 1 h at room temperature, followed by three washes in PBS. Cells were then fixed in PBS 3.7% formaldehyde for 10 min, washed three times in PBS, permeabilized in PBS Triton X-100 0.5% for 5 min. After washes in PBS, cells were stained with DAPI and analysed with a fluorescent microscope (Leica Inverted 6000). EdU and DAPI staining were counted in three independent experiment per condition. % EdU positive cells was calculated as the ration of EdU positive nuclei to DAPI-labeled nuclei.

### Statistical analysis

Statistical analysis were performed using  GraphPad Prism 7.0 software. The data were subjected to statistical tests as specified in the figure legends. Error bars show standard error means (SEM). P values of less than 0.05 were considered as statistically significant.

## Supplementary information

Supplementary Informations

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

## Data Availability

All data generated or analyzed during this study are included in this published article. The RNA-Sequencing data have been deposited to the GEO with the dataset identifier GSE137954.

# Supplementary material for: The SMYD3 methyltransferase promotes myogenesis by activating the myogenin regulatory network
**Source:** Sci Rep. 2019 Nov 21;9:17298. doi: 10.1038/s41598-019-53577-5
**Supplement:** Supplementary file 1 — Supplementary Informations

## **SUPPLEMENTARY INFORMATION**

### **The SMYD3 methyltransferase promotes myogenesis by activating the myogenin regulatory network**

Roberta Codato<sup>1</sup>, Martine Perichon<sup>1</sup>, Arnaud Divol<sup>1,4</sup>, Ella Fung<sup>1,5</sup>, Athanassia Sotiropoulos<sup>2</sup>, Anne Bigot<sup>3</sup>, Jonathan B. Weitzman<sup>1</sup>, Souhila Medjkane<sup>\*1</sup>

<sup>4</sup> Current address Atos, Paris, France

<sup>5</sup> Current address Pfizer, Boston, MA, USA

35 rue Hélène Brion

75205 PARIS cedex 13

FRANCE

Figure S1

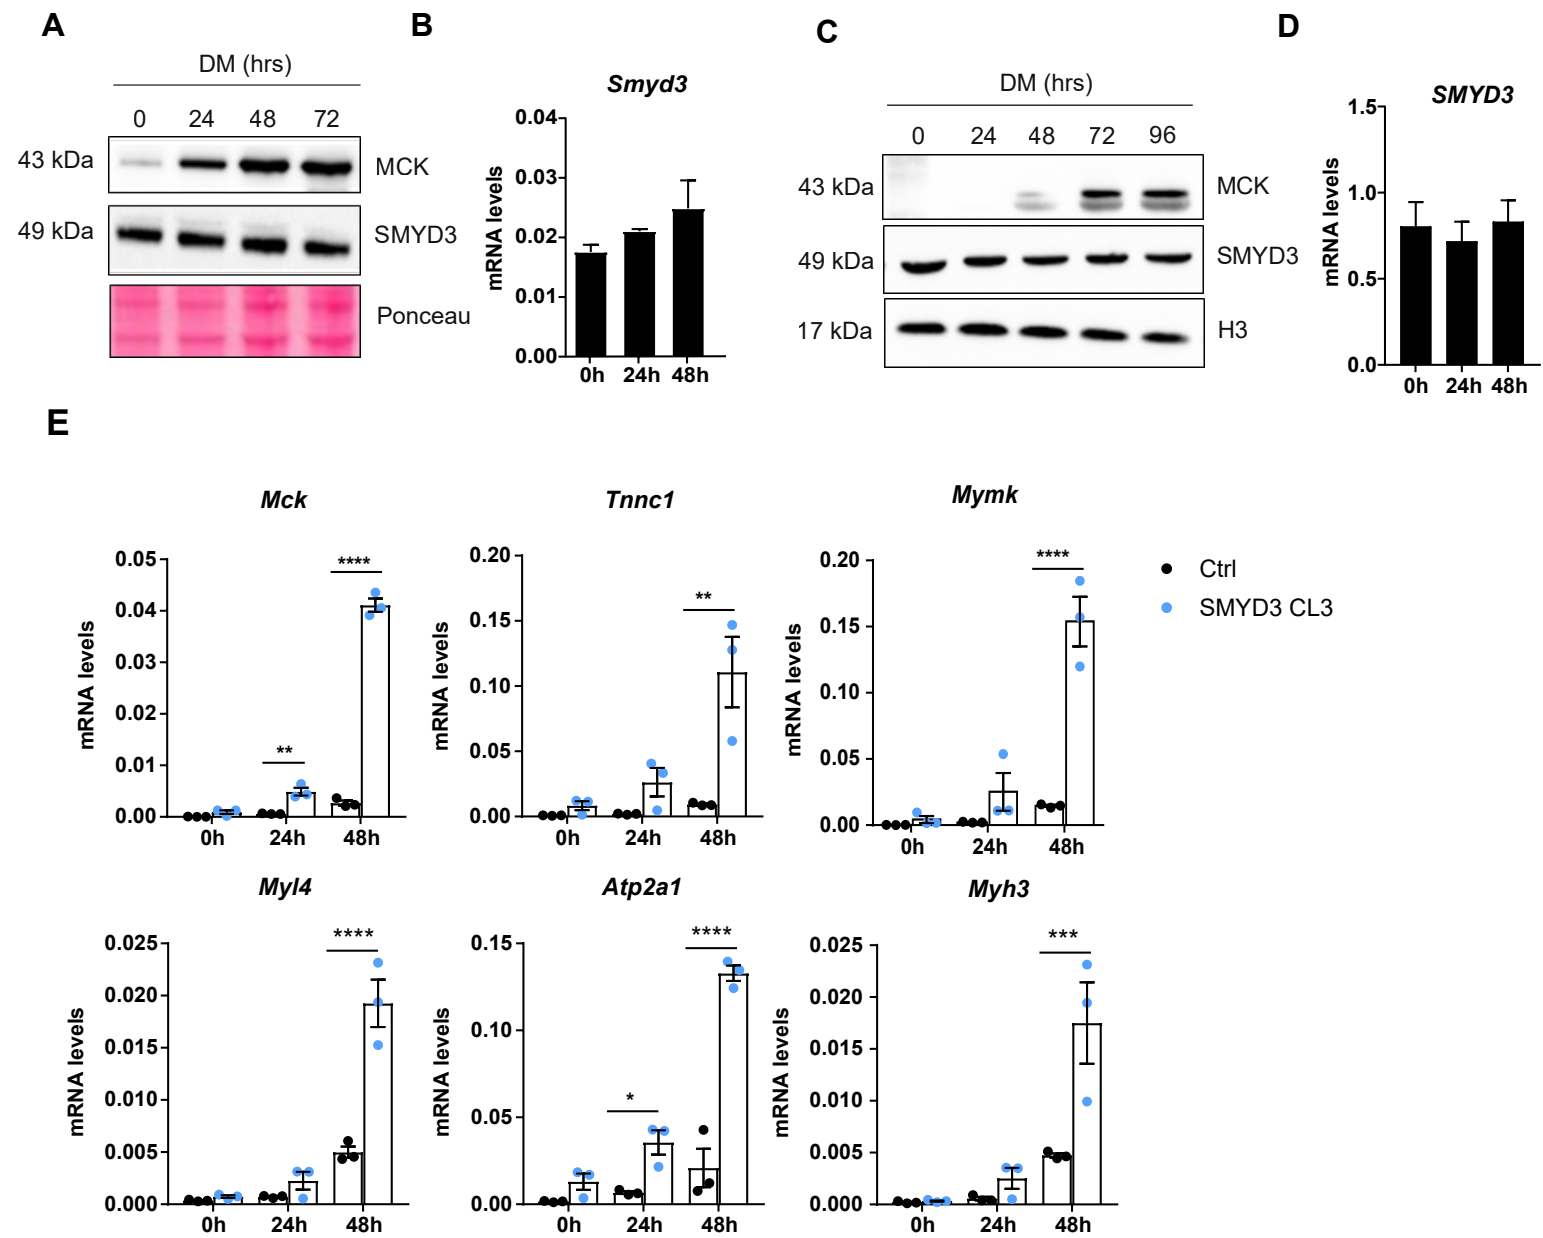

**Figure S2**

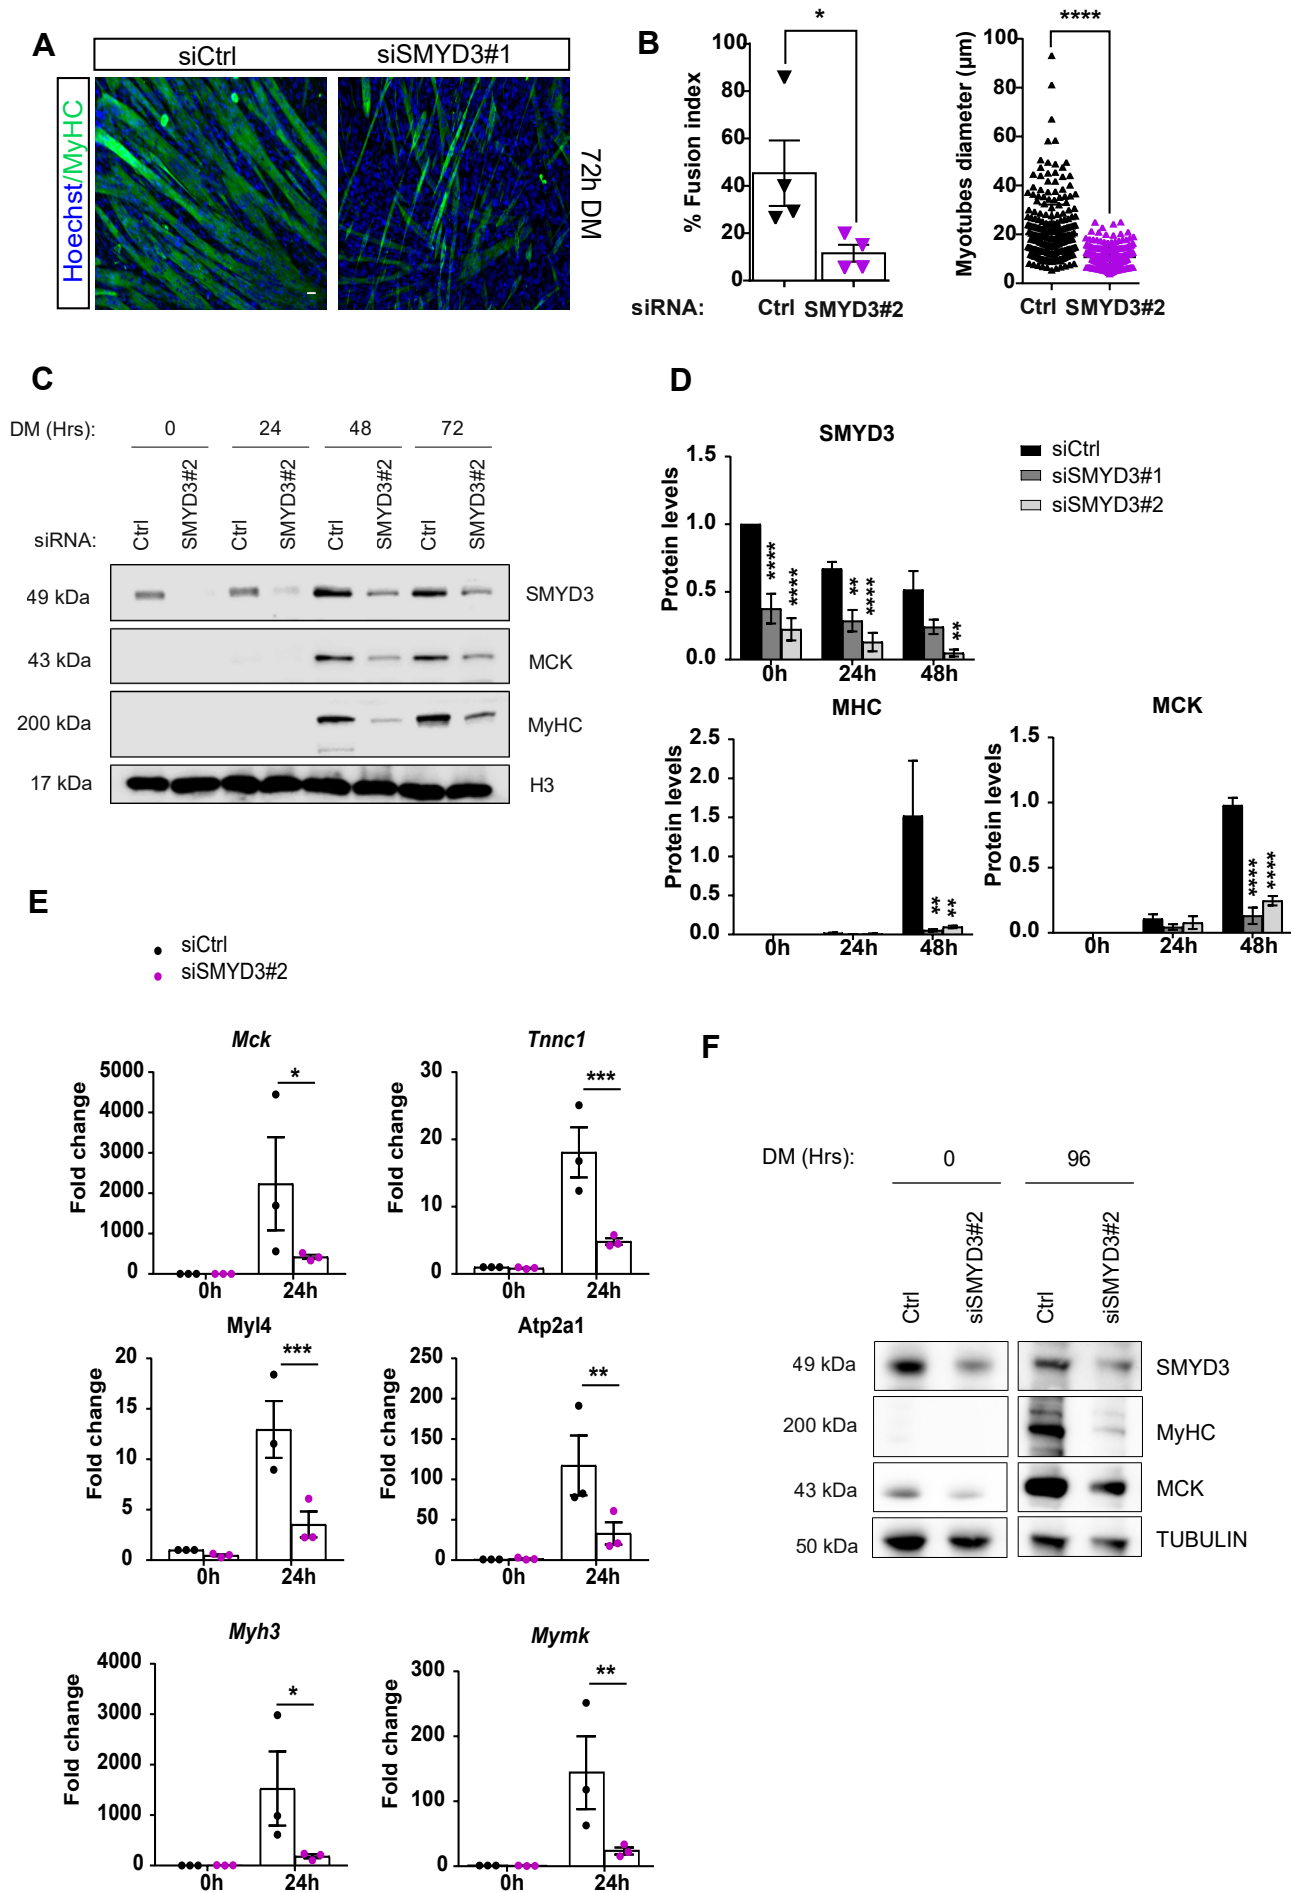

**Figure S3**

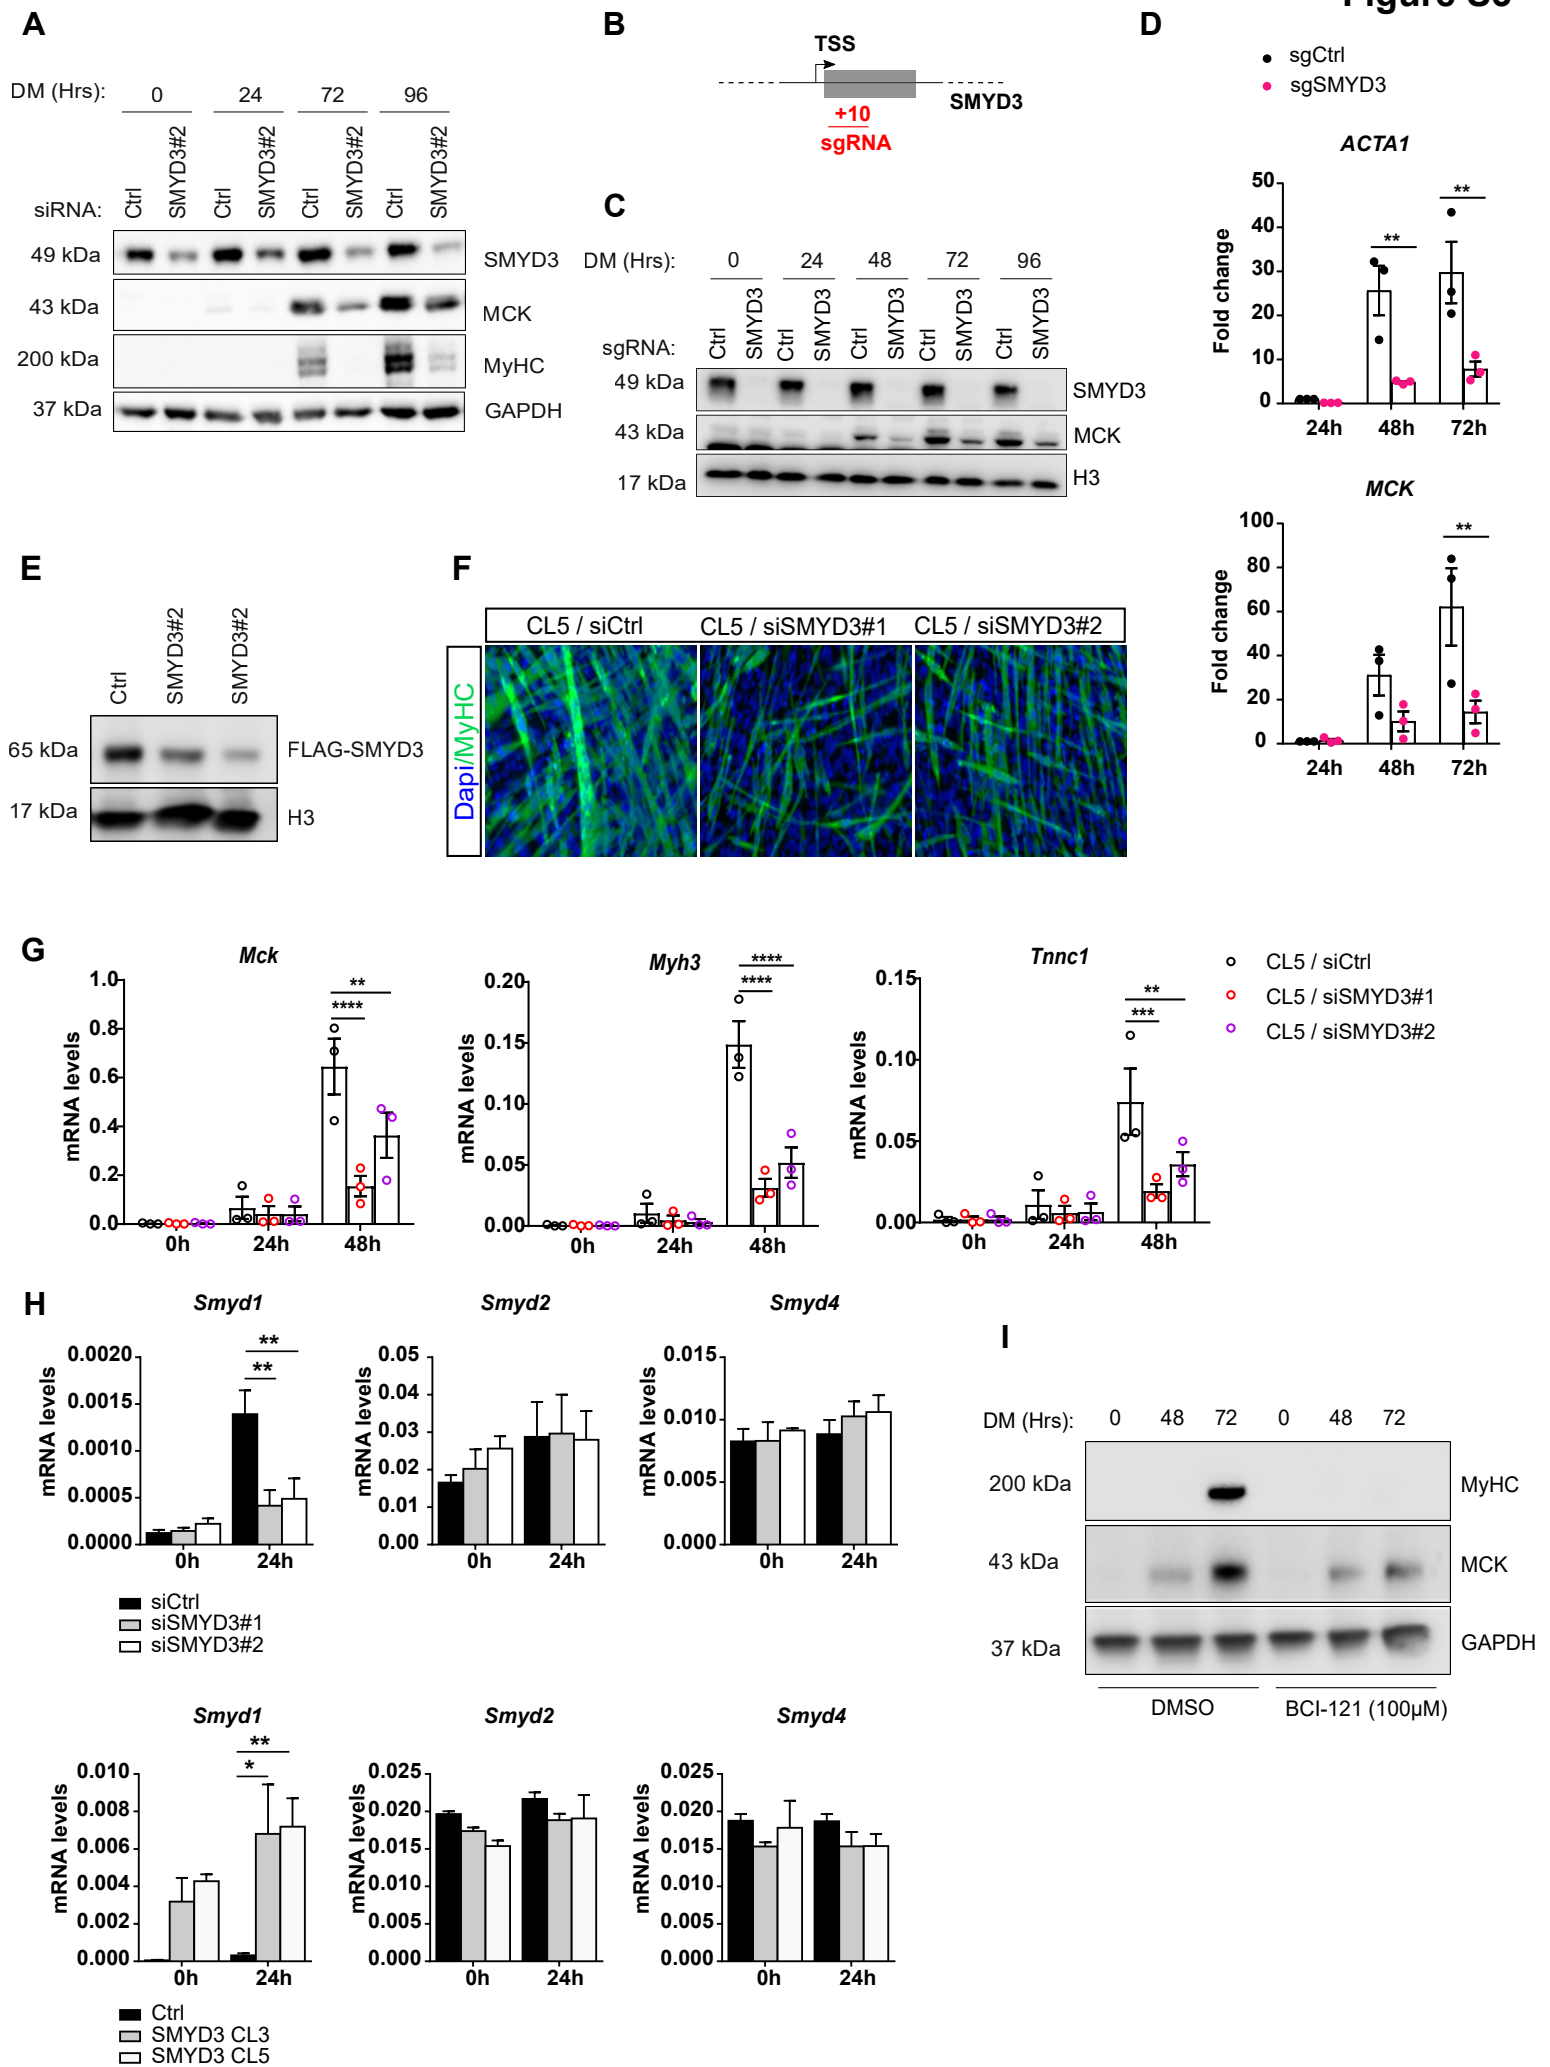

**Figure S4**

**A**

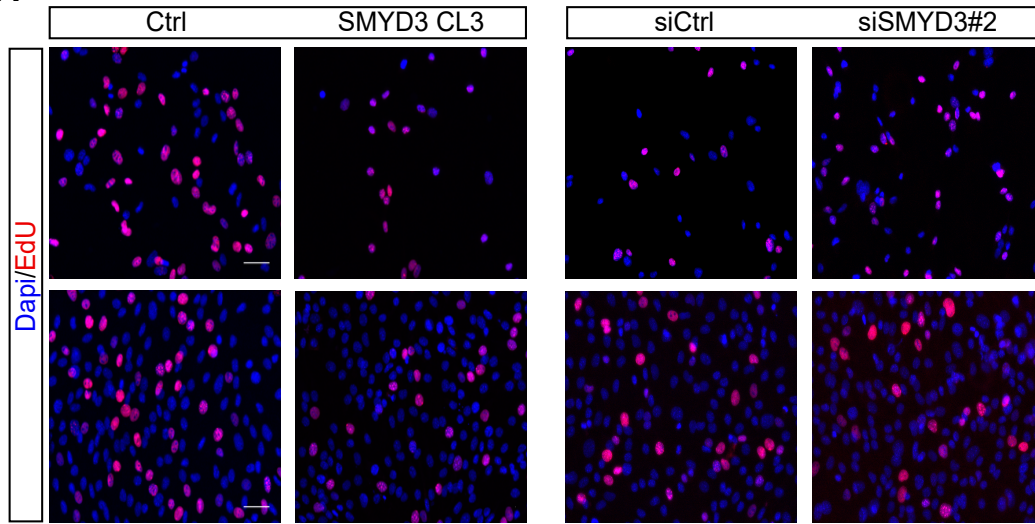

**B**

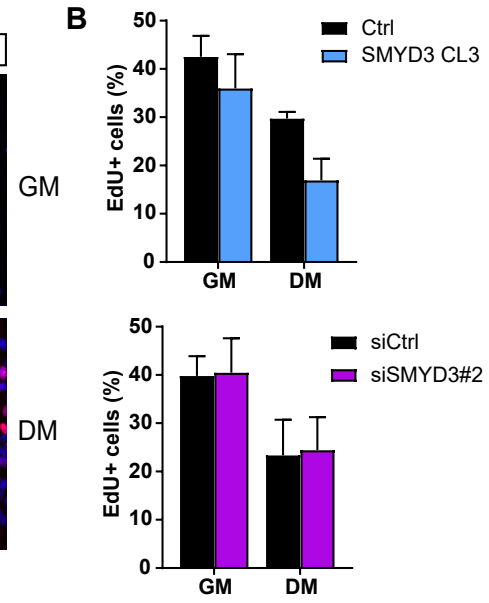

# Figure S5

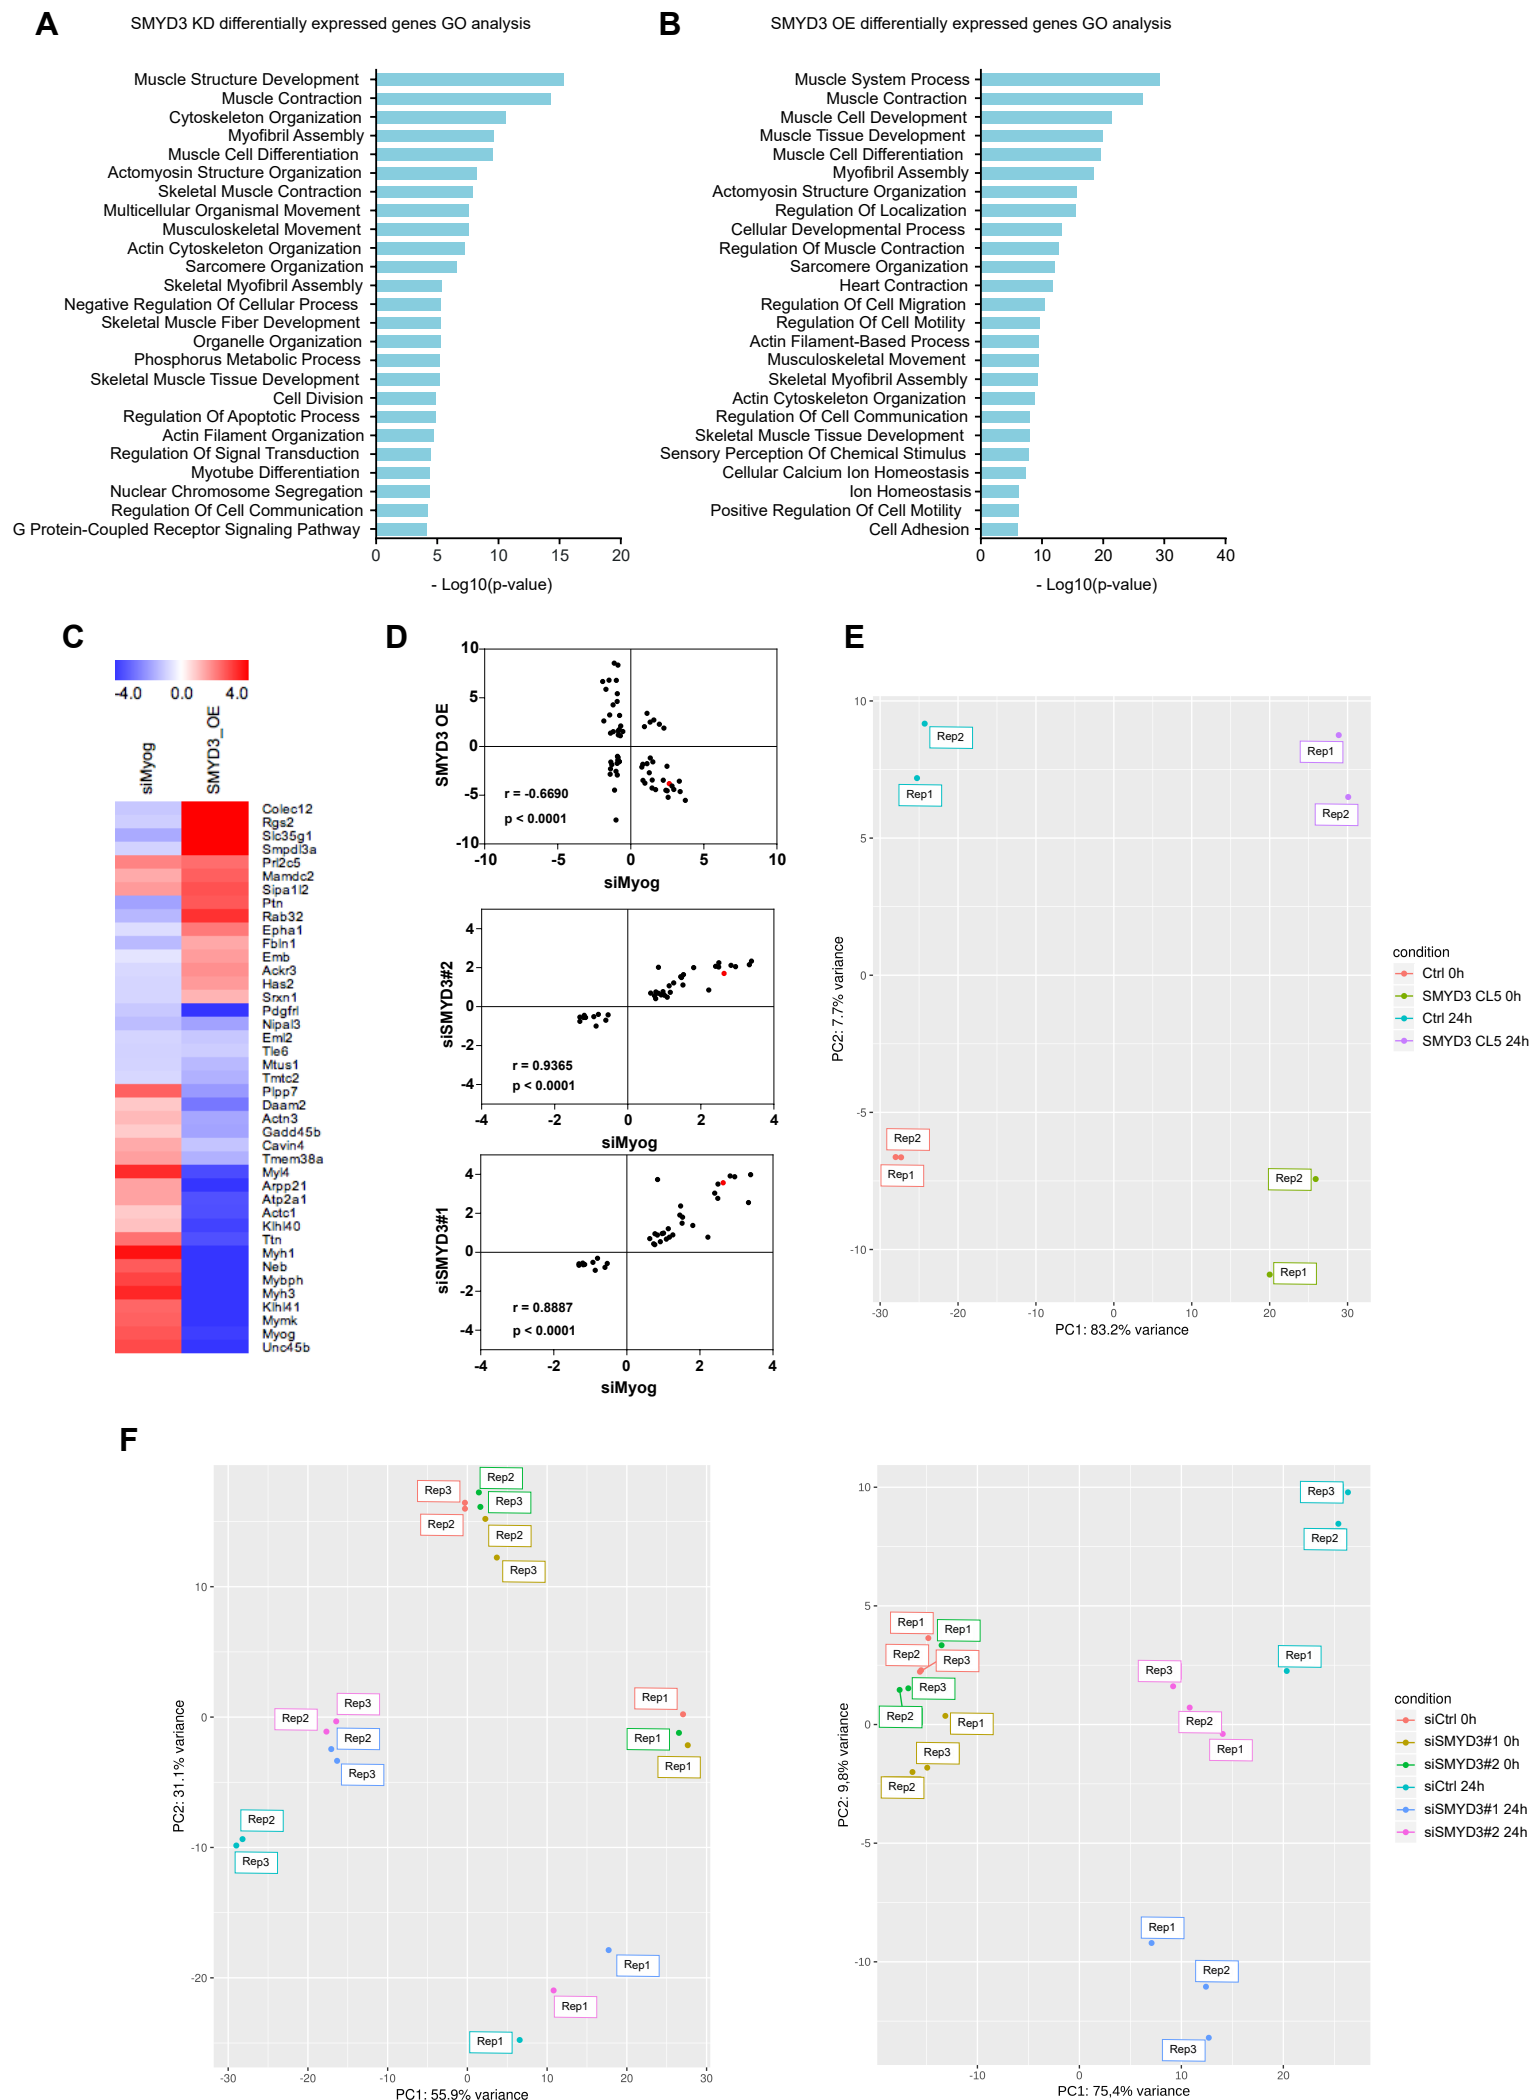

**A**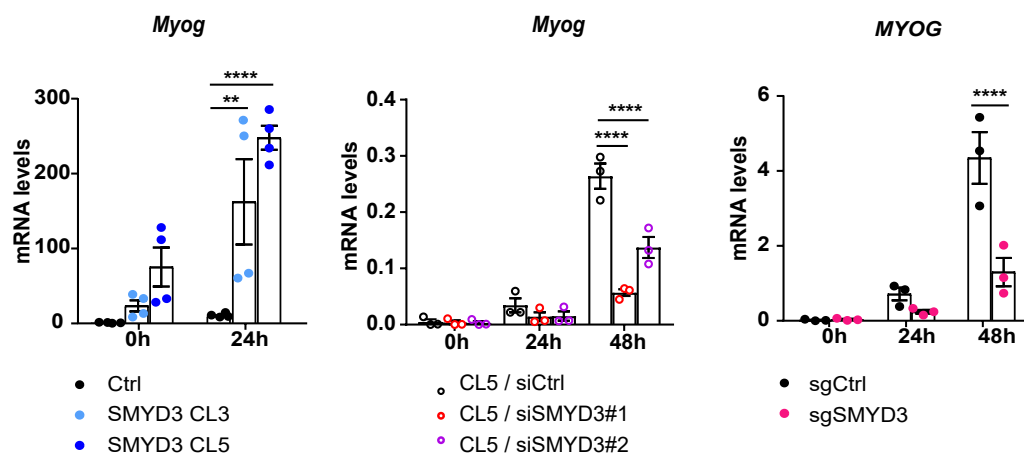**B**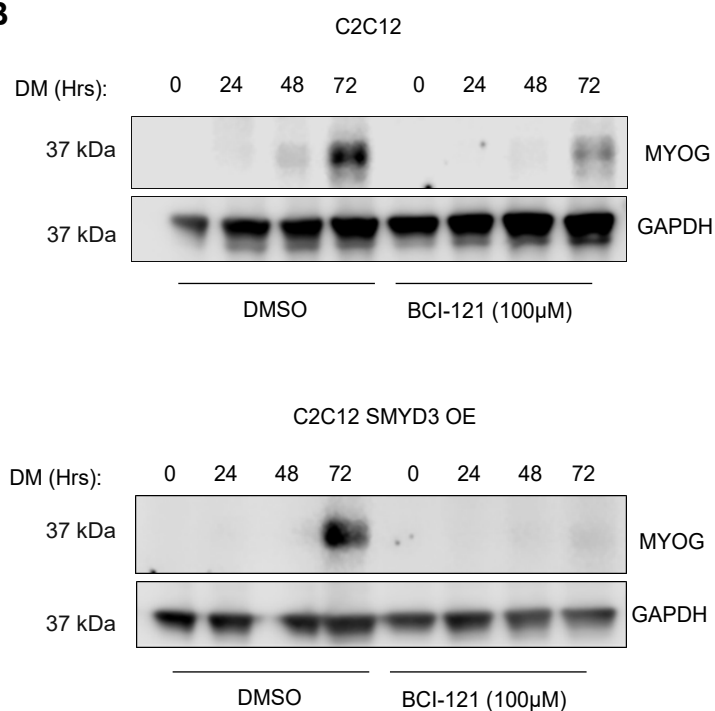**C**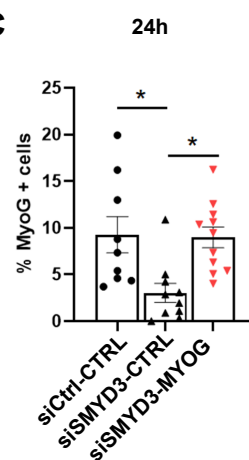

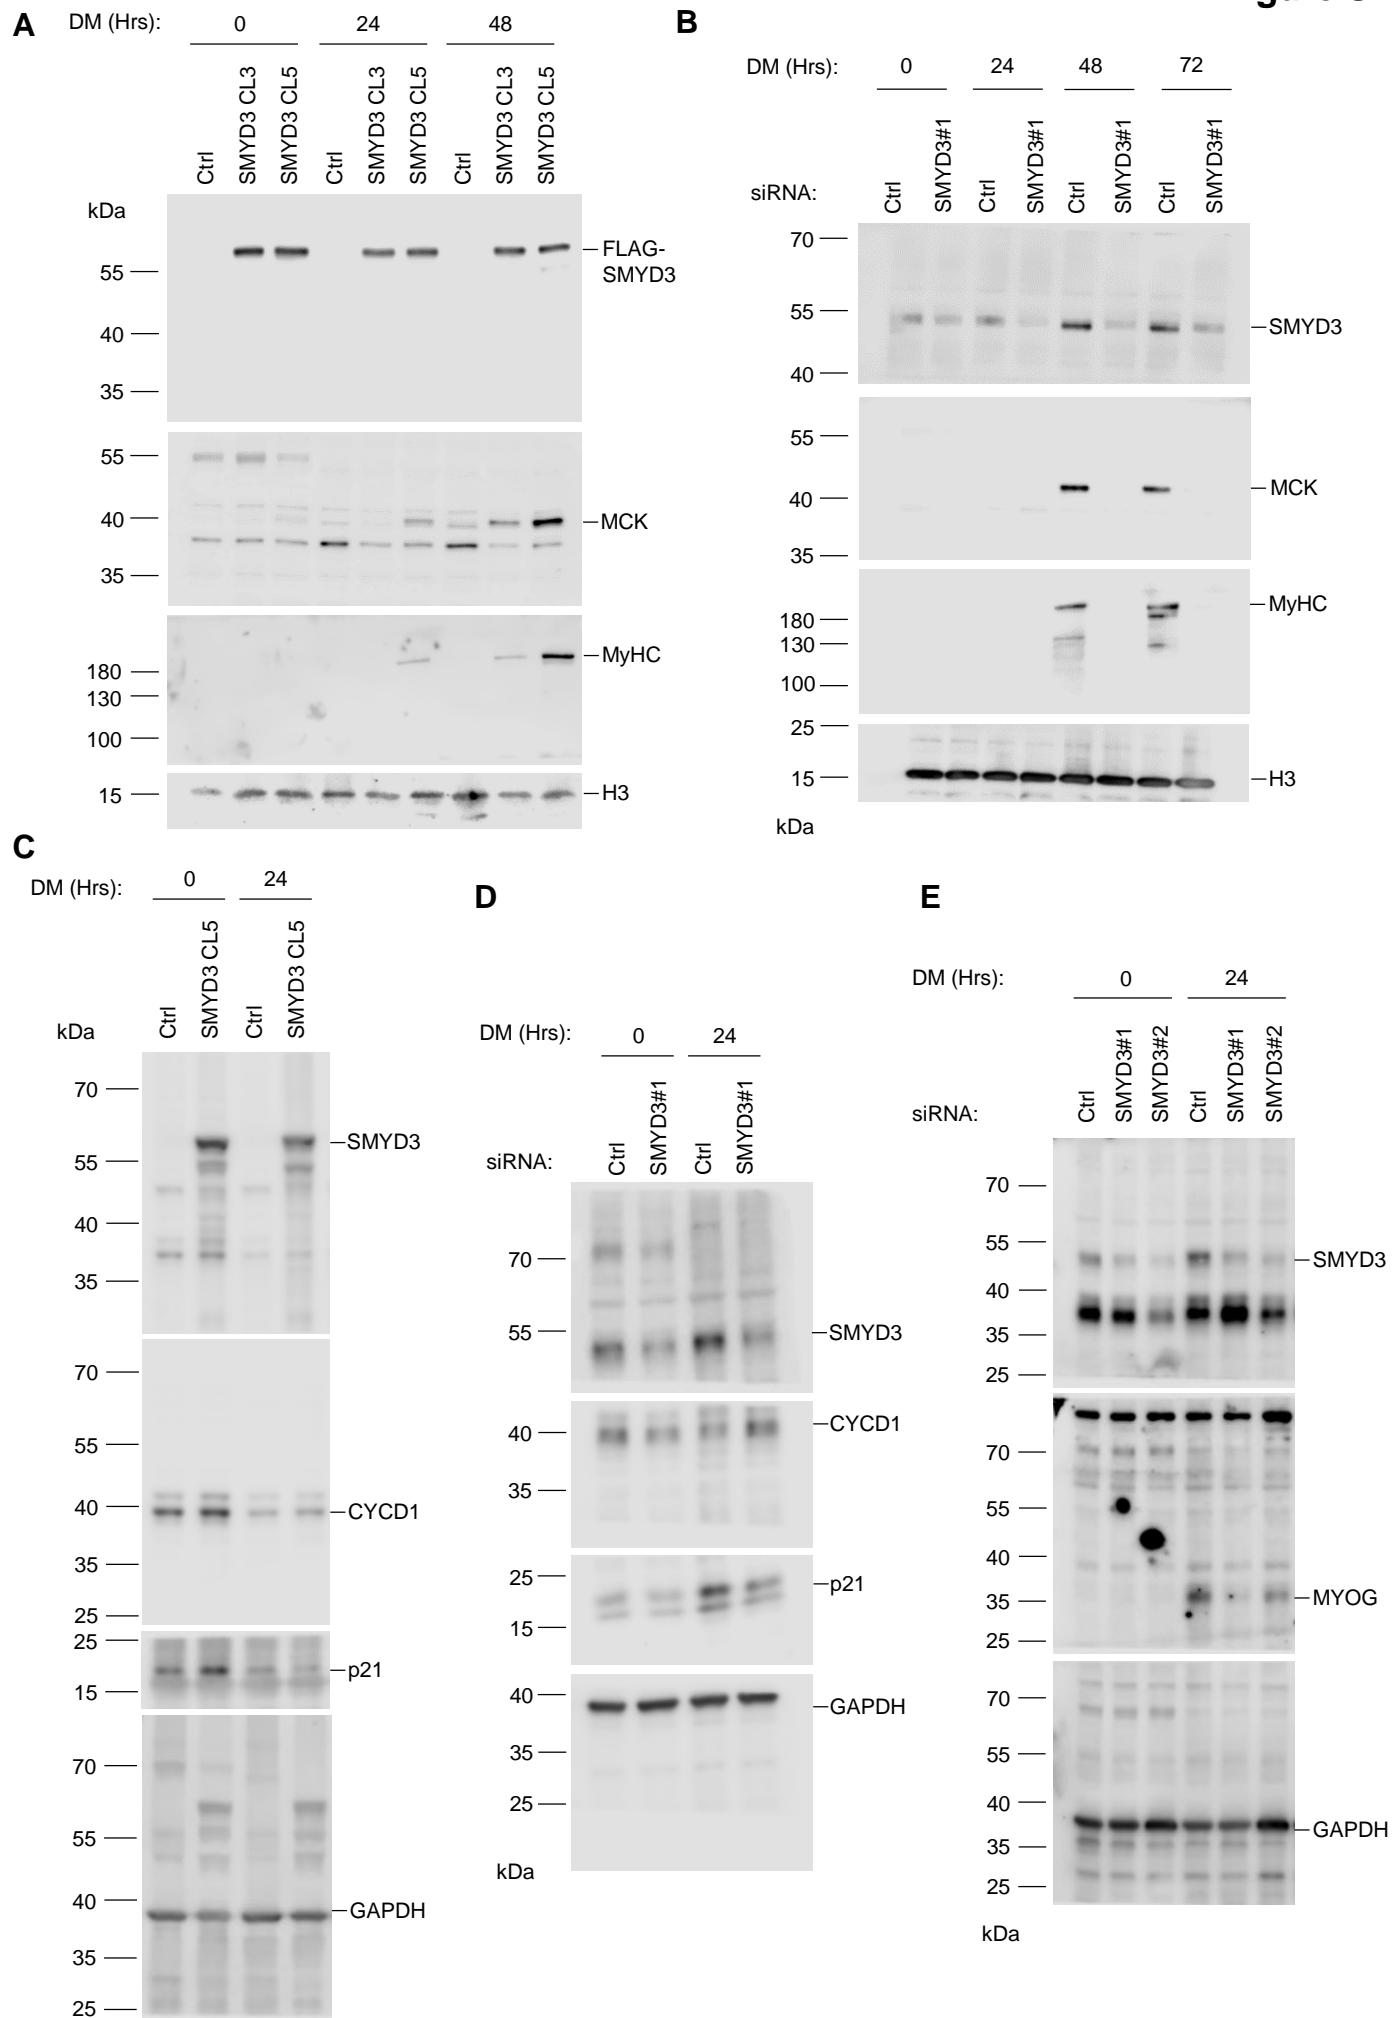

F

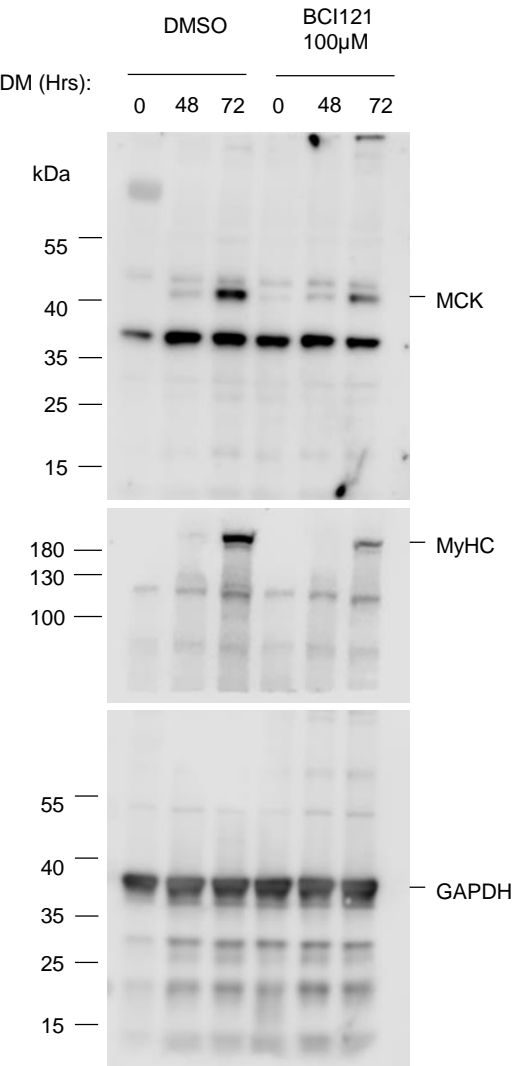

**Figure S1. SMYD3 is expressed in undifferentiated and differentiated myoblasts and its overexpression enhances myogenesis**

**A)** Time course of SMYD3 protein expression during terminal differentiation of murine myoblasts. Muscle Creatine Kinase (MCK) is used as differentiation marker, Ponceau red as loading control.

**B)** qPCR analysis of *Smyd3* expression during terminal differentiation of murine myoblasts. mRNA levels were normalized to *Gapdh* Ct values at the indicated time points. Data shown as means  $\pm$  SEM of three independent experiments.

**C)** Time course of SMYD3 protein expression during terminal differentiation of human immortalized myoblasts. MCK is used as differentiation marker. H3 is a loading control.

**D)** qPCR analysis of *SMYD3* expression during terminal differentiation of human immortalized myoblasts. mRNA levels were normalized to *GAPDH* Ct values at the indicated time points. Data shown as means  $\pm$  SEM of three independent experiments.

**E)** qPCR analysis on Ctrl and SMYD3 CL3 SMYD3<sub>OE</sub> cells at 0h, 24h and 48h in DM. mRNA levels of specific differentiation markers (*Mck*, *Tnncl*, *Myl4*, *Myh3*, *Atp2a1*, *Mymk*) were normalized to *Gapdh* and *Rplp0* Ct values at the indicated timepoints. Graphs present means  $\pm$  SEM of four independent experiments. ANOVA, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$  vs. control respectively.

**Figure S2. SMYD3 silencing delays skeletal myogenesis**

**A)** MyHC immunofluorescence analysis performed in differentiated C2C12 myoblasts after transfection with control or *Smyd3* siRNAs. Cells were transferred to differentiation medium and stained with MyHC antibody at the indicated timepoints. Cells were Hoechst stained prior to immunofluorescence analysis. Scale bar, 50 $\mu$ m.

**B)** Left panel: quantification of fusion index of four independent experiments calculated as percentage of nuclei within MyHC-expressing myotubes at 72h in presence of the various siRNA. Data shown as mean  $\pm$  SEM. Mann-Whitney, \*  $p < 0.05$ . Right panel: quantification of myotubes diameter of >100 myotubes in four independent experiments, calculated within MyHC-expressing myotubes. Data are presented as average  $\pm$  SEM. Mann-Whitney, \*\*\*\*  $p < 0.0001$ .

**C)** Time course of protein expression during terminal differentiation of SMYD3<sub>KD</sub> cells. Cellular extracts were analyzed by western blot at 0h, 24h, 48h and 72h in DM with antibodies against SMYD3, muscle creatine kinase (MCK), and myosin heavy chain (MyHC). H3 is a loading control.

**D)** Quantification of SMYD3, MCK and MyHC protein levels from 2 to 4 independent western blot. Data shown as mean  $\pm$  SEM. Significant p-values (ANOVA) are indicated. \*\*  $p < 0.01$  \*\*\*\*  $p < 0.001$ .

**E)** qPCR analysis on C2C12 cells after transfection with control or *Smyd3* siRNAs. mRNA levels of specific differentiation markers (*Mck*, *Tnncl*, *Myl4*, *Myh3*, *Atp2a1*, *Mymk*) were normalized to *Gapdh*

and *Rplp0* Ct values at the indicated time points. Data shown as mean fold change  $\pm$  SEM of three independent experiments. ANOVA, \*  $p < 0.05$ , \*\*  $p < 0.01$  \*\*\*\*  $p < 0.001$  vs. control respectively.

**F)** Reduced protein levels of MyHC and MCK during terminal differentiation of primary mouse myoblasts after transfection with control or *Smyd3* siRNAs. Cellular extracts were analyzed by western blot at 0h and 96h in DM with antibodies against SMYD3, Muscle Creatine Kinase (MCK), and myosin heavy chain (MyHC). Tubulin is a loading control.

**Figure S3. SMYD3 knockdown delays skeletal myogenesis in human myoblasts and in SMYD3<sub>OE</sub> cells**

**A)** Time course of protein expression during terminal differentiation of human immortalized myoblasts in which control or *SMYD3* siRNAs were delivered in GM. Cellular extracts were analyzed by western blot at the indicated time points in DM with antibodies against SMYD3, Muscle Creatine Kinase (MCK), and myosin heavy chain (MyHC). GAPDH is a loading control.

**B)** Schematic of 5' genomic region of *SMYD3* gene: coding sequence (grey box), start codon (arrow, ATG), position and size of sgRNA used to silence *SMYD3* expression using CRISPRi.

**C)** Representative time course of protein expression during terminal differentiation of human myoblasts cell lines expressing sgCtrl and sgSMYD3. Myoblasts were cultured in growth medium (GM) until they reached confluence, and then induced to differentiate by switching to differentiation medium (DM). Cellular extracts were analyzed by western blot at the indicated time points with antibodies against SMYD3 and Muscle Creatine Kinase (MCK). H3 is a loading control.

**D)** qPCR analysis of mRNA levels of the differentiation markers *ACTA1* and *MCK* in sgCtrl and sgSMYD3 human myoblasts cell lines at 24h, 48h and 72h in DM. mRNA levels were normalized to *GAPDH* Ct values. Data shown as mean fold change  $\pm$  SEM of three independent experiments. ANOVA, \*\*  $p < 0.01$  vs. control.

**E)** Western blot analysis of SMYD3-FLAG protein levels in SMYD3 CL5, after transfection with control or *Smyd3* siRNAs. H3 is used as loading control.

**F)** Immunofluorescence analysis of MyHC staining after SMYD3 silencing in SMYD3-CL5 cells.

**G)** qPCR analysis of mRNA levels of the differentiation markers *Mck*, *Myh3* and *Tnnc1* in SMYD3-CL5 cells after SMYD3 silencing. mRNA levels were normalized to *Gapdh* Ct values. Data shown as mean fold change  $\pm$  SEM of three independent experiments. ANOVA, \*\*  $p < 0.01$  \*\*\*\*  $p < 0.001$  vs. control respectively.

**H)** qPCR analysis of mRNA levels of *Smyd1*, *Smyd2* and *Smyd4* after SMYD3 knockdown (upper panel) or stable overexpression (lower panel). mRNA levels were normalized to *Gapdh* and *Rplp0* Ct values. Data shown as mean fold change  $\pm$  SEM of three independent experiments. ANOVA, \*  $p < 0.05$ , \*\*  $p < 0.01$  vs. control respectively.

**I)** SMYD3<sub>OE</sub> cells (SMYD3 CL5) were treated with control DMSO or 100 $\mu$ M of BCI-121 and differentiated for 72h. Cellular extracts were analyzed by western blot at the indicated time points with

antibodies against muscle creatine kinase (MCK), and myosin heavy chain (MyHC). GAPDH is a loading control.

**Figure S4 SMYD3 is not involved in the regulation of myoblasts proliferation and cell cycle**

**A)** EdU staining was performed in SMYD3<sub>OE</sub> cells (SMYD3 CL3) and control cells (Ctrl) (left panel) and in SMYD3<sub>KD</sub> (SMYD3#2) or a scramble sequence (siCtrl) (right panel). In both cases, cells were labeled with EdU either in GM or after 24h in DM. Pictures are one representative of 3 independent experiments. EdU (red) and DAPI (blue) staining (scale bar: 50µm).

**B)** Percentage of EdU positive nuclei/DAPI labeled nuclei in randomly selected fields, in SMYD3<sub>OE</sub> or SMYD3<sub>KD</sub> cells, compared with relative controls. Error bars represent SEM from quantifications of 3 independent experiments.

**Figure S5. RNA-seq differential expression analysis of SMYD3<sub>KD</sub> and SMYD3<sub>OE</sub> C2C12**

**A and B)** PANTHER GO enrichment analysis tool was used to identify significant GO terms (Biological Process) enriched in the list of differentially expressed genes in SMYD3<sub>KD</sub> cells and SMYD3<sub>OE</sub> cells at 24h post-differentiation.

**C)** Heat map showing the expression profiles of common DE transcripts in siMyog (from the study of Liu et al., 2010) and SMYD3<sub>OE</sub> cells, at 24h of differentiation.

**D)** Scatterplot graphs and correlation analysis for common DE transcripts in siMyog microarray (Liu et al, 2010) and SMYD3<sub>OE</sub> and SMYD3<sub>KD</sub> RNA-seq in C2C12 cells at 24h post-differentiation (expression levels for the two siRNAs used in this study are represented separately). On the axes, the log<sub>2</sub>(fold-change) values (adjusted p-value > 0.01). Each point is a gene, *Myogenin* is indicated in red on each plot. Pearson correlation coefficient (r) and p-value for each comparison are indicated on the graph.

**E)** Principal component analysis (PCA) results for SMYD3<sub>OE</sub> experiments, each point represents a different replicate.

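A principal component analysis of the 500 most variable genes was repeated on the deposited counts. In the overexpression libraries, component 1 held 83% of the variance and component 2 held 6.9%. Cell line accounted for a share of 0.986 of component 1, and time point for 0.936 of component 2.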

**F)** Principal component analysis (PCA) results for SMYD3<sub>KD</sub> experiments, each point represents a different replicate. 

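In the siRNA libraries, components 1 and 2 of the 500 most variable genes held 56% and 30.6% of the variance, and extraction method accounted for a share of 0.685 of component 1. With the extraction effect removed, component 1 held 72.8% and time point accounted for 0.936 of it. In the edgeR fit the extraction term passed the adjusted p-value of 0.01 for 8119 genes, of which 4123 were higher with TRIzol. Each siRNA condition has 1 TRIzol library, so extraction is not confounded with the siRNA or the time point, but it cannot be told apart from passage. Table S5 numbers the TRIzol libraries as replicate 3, whereas this legend sets replicate 1 apart by extraction. The numbering of Table S5 was used throughout.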

Left panel: we could observe a batch effect due to RNA extraction method between Replicate 1 and Replicates 2/3 that was corrected as described in Material and Methods. Right panel: PCA results after correction.

**Figure S6. SMYD3 regulates *myogenin* transcriptional activation**

**A)** Relative expression levels of *myogenin* transcripts were monitored by qPCR in differentiating SMYD3<sub>OE</sub> cells (SMYD3 CL3 and CL5) and control cells (Ctrl) or in SMYD3<sub>OE</sub> cells after transfection with control or *Smyd3* siRNAs, and in sgCtrl and sgSMYD3 human myoblasts cell lines. Transcript levels were analyzed at the indicated time points for each condition. mRNA levels were normalized to

*Gapdh* and *Rplp0* Ct values. Data shown as means  $\pm$  SEM of three independent experiments. ANOVA, \*\*  $p < 0.01$  \*\*\*\*  $p < 0.0001$  vs. control respectively.

**B)** C2C12 cells (top) and SMYD3<sub>OE</sub> cells (SMYD3 CL5) (bottom) were treated with control DMSO or 100 $\mu$ M of BCI-121 and differentiated for 72h. Myogenin expression was analyzed by western blot at the indicated time points in DM. GAPDH is a loading control.

**C)** The percentage of myogenin positive cells was calculated by immunofluorescence staining as the percentage of positive nuclei / the total number of nuclei per field, in siRNA-treated C2C12 cells at 24h in DM, following overexpression of myogenin or a control vector. Data shown as means  $\pm$  SEM. ANOVA, \*\*  $p < 0.01$ , \*  $p < 0.05$ .

#### **Figure S7. Original blots**

**A)** Original blot of Fig.1C. Membranes were cut before incubation with the antibody.

**B)** Original blot of Fig.2C. Membranes were cut before incubation with the antibody.

**C)** Original blot of Fig.3C. Membranes were cut before incubation with the antibody.

**D)** Original blot of Fig.3D. Membranes were cut before incubation with the antibody.

**E)** Original blot of Fig.5B. Membranes were cut before incubation with the antibody.

**F)** Original blot of Fig.2E Membranes were cut before incubation with the antibody.

## SUPPLEMENTARY TABLES

### **Table S1. List of differentiation-dependent genes deregulated in SMYD3<sub>KD</sub> C2C12 myoblasts at 24h post-differentiation**

This table includes log2 fold change (log2FC) and p-value adjusted (padj) of the differentially expressed genes in both siRNAs used in this study (siSMYD3#1 and siSMYD3#2), at 24h post-differentiation compared to the control (Ctrl).

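Across the genes of this table the log2 fold changes computed here correlated with the paper's with an r of 0.9999 for siSMYD3#1 and 0.9998 for siSMYD3#2, after the sign was turned. The table gives the control over the siRNA, so that its 204 positive values are genes lowered by siSMYD3#1 and its 107 negative values genes raised. For 3 of its genes the 2 siRNAs have opposite signs.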

### **Table S2. List of differentiation-dependent genes deregulated in SMYD3<sub>OE</sub> C2C12 myoblasts at 24h post-differentiation**

This table includes log2 fold change (log2FC) and p-value adjusted (padj) of the differentially expressed genes in overexpressing cells (SMYD3 CL5), at 24h post-differentiation compared to the control (Ctrl).

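As in the other tables, a positive log2 fold change means a higher level in the control: 144 of the genes listed are positive and 189 negative. The fold changes computed here correlated with the table's with an r of 0.9993 after the sign was turned, and 302 of its genes changed between 0 h and 24 h in siCtrl here.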

### **Table S3. List of common deregulated genes between SMYD3<sub>KD</sub> and SMYD3<sub>OE</sub> C2C12 myoblasts at 24h post-differentiation**

This table includes log2 fold change (log2FC) and p-value adjusted (padj) of the differentially expressed genes in both siRNAs used in this study (siSMYD3#1 and siSMYD3#2) and in overexpressing cells (SMYD3 CL5), at 24h post-differentiation compared to the control (Ctrl).

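Each gene listed here is also in both preceding tables, which have 72 genes in common. In the paper's values, 62 of these genes moved in opposite directions with siSMYD3#1 and in SMYD3 CL5 and 10 moved in the same direction.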

### **Table S4. Commonly deregulated genes between SMYD3<sub>KD</sub>, SMYD3<sub>OE</sub> and siMyog C2C12 myoblasts at 24h post-differentiation**

The Microsoft Excel workbook contains three tabs. The first one (siCtrl\_siMyog\_24h) contains expression profiles of C2C12 myoblasts after siRNA-mediated knockdown of *myogenin*, compared with a control siRNA, at 24h post-differentiation. These data were obtained from re-analysis of raw data generated by Liu et al., 2010 available on the Gene Expression Omnibus GEO (#GSE19967). The second tab (Common\_SMYD3KD) contains expression profiles of commonly deregulated genes between siMyog and siSMYD3 C2C12 myoblasts, at 24h post-differentiation (both siRNAs used in this study are reported). The third tab (Common\_SMYD3OE) contains expression profiles of commonly deregulated genes between siMyog and SMYD3-overexpressing C2C12 myoblasts, at 24h post-differentiation.

### **Table S5. Number of reads detected in RNA-seq experiment per sample**

### **Table S6. Sequence of all DNA and RNA oligonucleotides used in this work**

How the deposited data were processed for this re-analysis (not part of the article)

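RNA-Seq was measured in 26 libraries of C2C12 myoblasts: 18 from cells transfected with siCtrl, siSMYD3#1 or siSMYD3#2 at 0 h and 24 h of differentiation, with 3 replicates per condition, and 8 from SMYD3 CL5 cells and vector control cells at the same time points, with 2 replicates per condition. The condition of each library was taken from its public sample label, and its replicate number, passage and extraction method from Table S5 of the paper. The replicate pairing used below rests on the replicate numbers of Table S5.

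The authors sequenced stranded mRNA libraries as paired-end reads, aligned them to GRCm38 with hisat2, counted reads per gene with featureCounts, and deposited the raw counts of each library, as whole numbers without normalization. The counts therefore already include the authors' alignment and read assignment, which could not be repeated, and none of the normalization, filtering or testing. For their own results the authors used DESeq2 with condition and extraction method in the model and an adjusted p-value under 0.01. Each library lists 55341 genes, of which 54495 are in GENCODE M21, the annotation used here for symbols, coordinates and exon lengths. The 846 others carry their identifier only. Checked pairwise, 0 pairs of libraries held identical values.

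Total counts ranged from 14315193 to 60398170 in the siRNA libraries (median 25576626.5) and from 21124675 to 67853386 in the overexpression libraries (median 41890109). The 10 genes with the most counts took between 5.1% and 7.96% of a library. A gene with 3 counts or fewer in every library of a condition was treated as at the floor, and a fold against such a condition is given as a lower bound computed with 3 counts in each of its libraries. Intervals and floors of this kind cover counting error only.

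Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr, libraries were scaled by TMM, and a quasi-likelihood test with robust dispersion was fitted, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.01. The siRNA fit held all 18 libraries as 6 groups with extraction method as covariate (15820 genes, common dispersion 0.0159), and the overexpression fit all 8 libraries as 4 groups (17835 genes, common dispersion 0.0903). A standard error of a log2 fold change is its size divided by the square root of the test's F value. Levels are CPM with TMM-scaled library sizes. The comparisons were siCtrl, the vector control and SMYD3 CL5 each between 24 h and 0 h, each siRNA against siCtrl and against the other siRNA at both time points, SMYD3 CL5 against the vector control at both time points, and the difference of each effect between 24 h and 0 h.

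The list of genes changed by both siRNAs holds genes past the threshold for each siRNA in the same direction at 24 h and also between 0 h and 24 h in siCtrl. The paper's Table S1 holds 3 genes with opposite signs for the 2 siRNAs, so it did not require the same direction. Common genes are those of this list that also changed in SMYD3 CL5 at 24 h. Overlaps were tested with Fisher's exact test, one-sided, against the genes that could have entered the list. Correlations across genes were given as Pearson's r and Spearman's rho with 1e+05 permutations, two-sided. No ontology annotation was at hand, so the gene sets (84 sarcomere and contraction genes, 70 cell division genes, 75 cell adhesion and matrix genes, 13 muscle transcription factors and 42 genes named by the paper) were written by hand before the counts were seen. The myogenin knockdown values are those of the paper's Table S4.

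The genes named in the text are those the paper names for this experiment, the muscle transcription factors, and, in each of 4 comparisons (siCtrl at 24 h against 0 h, and siSMYD3#1, siSMYD3#2 and SMYD3 CL5 at 24 h), the 3 largest rises and the 3 largest falls past the threshold among genes with at least 100 counts on average whose treated libraries all lie above, or all below, the control libraries. Of the genes common to both experiments, and of the muscle transcription factors, a part is named. Genes named outside this rule are marked as such where they appear. Of 69 named genes, 19 share exon bases with another annotated gene, 2 on the same strand and 17 on the opposite strand. Since the paper's text does not say whether the counting used strand, the values of these 19 are uncertain to that extent.

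The edgeR and DESeq2 tests were tried on simulated data before use, with counts drawn from the means and library sizes of the real genes and 200 genes changed. The overlap and correlation tests were tried on made-up data with a known answer. The tests on seed pairing, depth, chromosomes and splits of the libraries were not tried on simulated data. At a change of 1.5 on the log2 scale, edgeR recovered 87.5% of them in the siRNA design, with 2 of 15375 genes called wrongly, and DESeq2 91%, with 10 wrong. In the overexpression design edgeR recovered 0 at 1.5, 172 at 3 and 198 at 4, with 0, 3 and 1 wrong calls among 17352, 17360 and 17335 genes, and DESeq2 recovered 90, 190 and 200, with 22, 30 and 26 wrong calls.

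Each result was recomputed with DESeq2 1.42.0 (Wald test with its own size factors), with edgeR's RLE factors or library size in place of TMM, without a filter on low counts, with at least 10 counts required in every library, with the compared groups alone in the fit, with all 26 libraries in 1 fit, with the replicate number as a block, without the extraction covariate, at an adjusted p-value of 0.05, with at least a doubling or halving (1 on the log2 scale), and with each library left out in turn. The number of genes changed in SMYD3 CL5 between 0 h and 24 h was not among the results recomputed. The list of both siRNAs was also made in any direction and without requiring a change in siCtrl, and the overlaps were also tested against all genes. Fits of the NucleoSpin libraries alone, the overlap of the siMyog genes with both lists or with the differentiation-dependent SMYD3 CL5 list, and correlations over the common genes alone were added after the counts were seen. Limma 3.58.1 was loaded with edgeR, and files were read and plots drawn with Python 3.11.15 and matplotlib 3.10.9.

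The paper's qPCR, western blot, ChIP and microscopy experiments, its human myoblasts and its inhibitor treatment have no counts here and were left out. Gene ontology enrichment as the paper ran it was not repeated.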

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

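The tests of the Smyd3 level for a mislabelled sample and for the extraction batches, and the test of SMYD3 CL5 at 0 h for the course of differentiation, were chosen after the result was seen, and the other tests of this part before it, except that the fits of the NucleoSpin libraries alone, on which the comparisons with TRIzol rest, were added after the counts were seen.

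The level of Smyd3 differed between the siRNAs at 24 h, by 1.27 on the log2 scale (edgeR adjusted p = 0.000176, from 6.59e-13 to 0.0103 over the alternatives), and each of the 3 siSMYD3#1 libraries had more Smyd3 than each siSMYD3#2 library. A test of the difference between the siRNAs brought it up. The sense strand of siSMYD3#1 matched the best-matching Smyd3 transcript with 0 mismatches, but transcripts without this site are annotated. Of these, Smyd3-202, Smyd3-203 and Smyd3-207 also lack a full match to siSMYD3#2, which lowered Smyd3. Only Smyd3-205 matches siSMYD3#2 alone, outside coding sequence. Among annotated transcripts a missing site could thus set the siRNAs apart only through Smyd3-205. Counts per gene do not show its level, so this is not ruled out. At each time point every siSMYD3#2 library had less Smyd3 than every siSMYD3#1 library, 6 of 6, and the order held in 2 of 2 extraction batches. These counts restate the difference and do not test why siSMYD3#1 stayed close to siCtrl, at -0.24 on the log2 scale (edgeR adjusted p = 0.414). Other genes argue against an exchange of siSMYD3#1 and siCtrl labels within 1 replicate number at 24 h. In a fit of these 6 libraries the real labels gave 956 changed genes, and every such exchange gave 0. Any other mislabelling was not tested independently of the Smyd3 level. A fall in SMYD3 protein without a lasting fall in its RNA may be a biological explanation for siSMYD3#1. Protein was not measured in these libraries, and the mismatch count of 0 does not speak to it. In other experiments the paper probed SMYD3 protein by western blot after siSMYD3#1, and Smyd3 mRNA by qPCR after Smyd3 siRNA. Those experiments have no counts here and were not compared with these libraries.

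Between siSMYD3#1 and siSMYD3#2 at 24 h, 532 genes differed, 325 higher and 207 lower with siSMYD3#1, as a direct test of the difference showed. With every library thinned to the smallest total there were 504, and without the 10 genes with the most counts in each library there were 519. The log2 difference correlated with GC content across genes with a Spearman rho of 0.265, under the 0.3 set as the mark of a bias. Of the splits that part the same-numbered libraries, 1 of 4 gave as many genes, the real one, and the other 3 gave 0 genes, but with 4 splits the share can never be small enough to rule chance out. Of the 1486 genes called within the NucleoSpin libraries, 1484 were also tested over all siRNA libraries, and 78.9% of these moved in the same direction in the TRIzol libraries, which have 1 replicate, so a part played by the extraction batches cannot be told apart from a difference between the siRNAs. A different degree of Smyd3 loss and effects of each siRNA on other transcripts could each lead to such genes, and the tests on seed pairing are given with the 0 h results.

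The effect of siSMYD3#1 differed between 24 h and 0 h for 34 genes, 7 higher and 27 lower at 24 h, and that of siSMYD3#2 for 3 genes, all lower. Both come from a test of the interaction itself. For siSMYD3#1, thinning to the smallest total gave 25 genes, removing the genes with the most counts gave 32, and the larger of the Spearman correlations, with exon length, was 0.1. Of the 160 genes called within the NucleoSpin libraries, 88.1% moved the same way with TRIzol. For siSMYD3#2, thinning gave 1 gene, so the number depends on depth, removing the genes with the most counts gave 3, the correlation with GC content was -0.366, and 87.4% of 175 genes moved the same way with TRIzol. Other splits of the 12 libraries that part the same-numbered libraries gave as many genes in 3 of 32 cases for siSMYD3#1 and in 3 of 32 for siSMYD3#2, the real split included, with up to 1107 and 551 genes when all labels of the 24 h libraries were exchanged, a split that turns the 24 h effect around. In the fit of these 12 libraries alone the real split gave 37 and 2 genes. The other split that reached these numbers, with 40 and 12 genes, left the 24 h labels as they are. It exchanged those of replicates 1 and 2 at 0 h, and every split that mixed the 24 h labels gave 0 genes. The splits that tie thus keep the whole 24 h effect, and their share does not settle whether chance gives such numbers. For siSMYD3#2 depth and GC content are candidate explanations. A dependence of its effect on differentiation, the biological explanation the design offers, was not separated from these. For siSMYD3#1 the 25 genes left by thinning, all among the 34, argue against depth for those genes. Its correlations of -0.06 with GC content and 0.1 with exon length argue against such a bias. Chance stays open for siSMYD3#1, since the splits do not settle it.

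At 0 h, which the paper does not report on as a comparison, siSMYD3#1 changed 226 genes, 91 raised and 135 lowered, and siSMYD3#2 changed 84, 50 raised and 34 lowered. Thinning to the smallest total gave 203 and 68 genes, and removing the genes with the most counts gave 215 and 77. The correlations with GC content were 0.102 and 0.158. Among genes called within the NucleoSpin libraries, 98.3% and 93.5% moved the same way with TRIzol. In each comparison 1 of 4 splits that part same-numbered libraries gave as many genes, the real one, and 4 splits are too few to rule chance out. With the change of the vector control between 0 h and 24 h, the changes correlated weakly across genes for siSMYD3#1 (Pearson r 0.167, permutation p = 0.0126, adjusted 0.0189, and Spearman rho 0.205, permutation p = 0.00197), under the r of 0.3 set as the mark of this explanation. For siSMYD3#2, r was -0.00223 (permutation p = 0.984). Between these time points 0 genes passed the threshold in the vector control, with 1256 at an unadjusted p-value under 0.05. A low correlation with so weak a reference cannot decide whether the siRNAs made the course of differentiation earlier or later.

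Pairing of an siRNA's seed with other transcripts was tested by comparing genes that carry its site in the 3 prime UTR with genes of like UTR length, over 12572 genes. For siSMYD3#2 at 0 h the mean log2 difference was -0.0503 (permutation p = 1e-05, the smallest possible), 23 of the 34 lowered genes carried the site (67.6% against 14.6% of all genes, Fisher's exact p = 2.8e-12), and the same genes shifted by -0.0091 with siSMYD3#1 (permutation p = 0.0922). This is consistent with direct pairing of siSMYD3#2 with part of the genes it lowers at 0 h. For siSMYD3#2 at 24 h the difference was -0.0088 (permutation p = 0.149), and 59 of 321 lowered genes carried the site (18.4%, Fisher's exact p = 0.0324), as did 87 of the 447 lowered by siSMYD3#1 (19.5%, Fisher's exact p = 0.00234). For siSMYD3#1 it was -0.0146 at 0 h (permutation p = 0.0379) and -0.0322 at 24 h (permutation p = 0.00364), both lower as pairing would give, but at 24 h the genes with its site shifted by -0.0479 with the other siRNA as well (permutation p = 1e-05). Of the genes lowered at 24 h, 80 of 447 carried the site with siSMYD3#1 (17.9% against 11.3% of all genes, Fisher's exact p = 1.58e-05) and 49 of 321 with siSMYD3#2 (15.3%, Fisher's exact p = 0.0166), shares that are not matched for UTR length. Pairing of its own seed at 24 h thus remains a candidate explanation that was not separated from a shift common to both siRNAs. At 0 h those genes shifted by -0.0067 with siSMYD3#2 (permutation p = 0.188), and pairing of the seed of siSMYD3#1 remains a candidate explanation for a part of its changes there.

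In SMYD3 CL5 at 0 h, 191 genes differed from the vector control, 83 raised and 108 lowered, in data that the paper does not report on as a comparison. The balance depended on the setting: more genes were raised than lowered with DESeq2's Wald test (599 and 389), without a filter on low counts (740 and 506), with at least 10 counts in every library (28 and 13), with all 26 libraries in 1 fit (1180 and 815), with the replicate block (118 and 113) and at an adjusted p-value under 0.05 (390 and 326). With only the groups compared in the fit, 0 genes passed the threshold. Among the 191 genes was Myog, with a log2 fold change of 6.86 (edgeR adjusted p = 0.00885, from 5.46e-55 to 0.0972 over the alternatives). It was higher in 2 of 2 libraries than in both vector control libraries. Thinning gave 152 genes, removing the genes with the most counts gave 191, and the correlation with GC content was 0.249. No splits were counted, since each condition has 2 libraries. Across 170 of these genes the change correlated with the change of siCtrl cells between 0 h and 24 h, with a Pearson r of 0.517, which is consistent with SMYD3 CL5 cells being further along the course of differentiation at 0 h. The median log2 fold change of chromosome 10 lay 0.55 away from that of all genes, which suggests a difference in chromosome copy number as well, although only 11 of the 191 genes (5.8%, against 5.6% of the genes tested) lie there. The paper's design sequenced 1 SMYD3 clone, so within the RNA-Seq an effect of SMYD3 cannot be told apart from a difference between cell clones unrelated to the transgene. From silencing SMYD3 in the overexpressing cells, the paper concludes that clonal effects are excluded. It also reports qPCR on another clone, SMYD3 CL3. Neither experiment has counts here.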

How the results depend on the processing

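The fit of the NucleoSpin libraries alone, the number of siMyog genes in both lists and their overlap with the differentiation-dependent genes changed in SMYD3 CL5 were tests chosen after the result was seen, and all other alternatives were set before the data were examined. For every change given here the cause was not tested.

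Among the results that answer a comparison, 306 values under the alternatives kept their direction and side of the threshold, or stayed within 1.5 times the reported count, 162 moved, 27 became stronger, 13 weaker and 33 reversed. Among the named genes 975 were the same, 37 moved, 49 became stronger, 43 weaker and 4 reversed. The 33 include overlaps of 0 where only a fraction of a gene was expected, and such an overlap shows no reversal. They also include the siMyog overlap of the differentiation-dependent SMYD3 CL5 list, which was close to expected to begin with, at 4 genes against 4.46. Myog at 24 h kept its sign under every alternative run, with log2 fold changes below 0 for both siRNAs and above 0 in SMYD3 CL5. The sarcomere genes lowered by both siRNAs (29) and raised in SMYD3 CL5 (18) kept their side of the threshold under every alternative run.

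DESeq2's Wald test gave 1044 genes changed by siSMYD3#2 at 24 h, 528 and 210 by siSMYD3#1 and siSMYD3#2 at 0 h, 307 by both siRNAs, 1021 that differ between the siRNAs, 836 and 988 in SMYD3 CL5 at 24 h and 0 h, 112 in the vector control, 336 differentiation-dependent genes in SMYD3 CL5, 72 common genes with 62 opposite, and 141, 113 and 2 genes whose effect differs between time points (siSMYD3#1, siSMYD3#2 and SMYD3 CL5). Myog in SMYD3 CL5 was 3.81 (DESeq2 adjusted p = 1.98e-07, and from 7.36e-25 to 0.038 over the alternatives). The siMyog genes were 62 in SMYD3 CL5, 41 in its differentiation-dependent list (reversed, against 22.5 expected) and 11 in both lists, with a correlation of -0.527 over 62 genes. The cell adhesion genes were 4 of those raised by both siRNAs and 15 of those lowered in SMYD3 CL5.

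Without a filter on low counts there were 1496 and 1170 genes for the siRNAs at 24 h, 527 and 208 at 0 h, 374 for both, 1092 between them, 1032 and 1246 in SMYD3 CL5 at 24 h and 0 h, 203 in the vector control, 458 differentiation-dependent in SMYD3 CL5, 122 common with 102 opposite, and 277, 230 and 12 whose effect differs between time points. Myog in SMYD3 CL5 was 3.83, the siMyog genes were 71, 53 (reversed) and 18 in the order above with a correlation of -0.544, and the cell adhesion genes 4 and 15. With at least 10 counts in every library, SMYD3 CL5 had 29 and 41 genes at 24 h and 0 h and 10 differentiation-dependent ones. In that fit 4 were common with 3 opposite, and 5 had an siSMYD3#2 effect that differs between time points. The siMyog genes of the differentiation-dependent list were 3 (reversed, against 0.695 expected). The cell adhesion genes raised by both siRNAs were 0 (0.282 expected).

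Scaling by RLE gave a correlation of -0.766 in SMYD3 CL5 and 7 siMyog genes in its differentiation-dependent list (reversed). With library size only, the siMyog genes in SMYD3 CL5 were 6 (reversed, against 6.23 expected). The cell division genes raised by both siRNAs were 2 (weaker) and the cell adhesion genes 0 (0.197 expected). This scaling also moved the share raised, to 347 raised and 610 lowered of 957 for siSMYD3#1 at 24 h, 202 and 397 of 599 for siSMYD3#2, 38 and 166 of 204 for both, and 2645 and 1976 of 4621 in siCtrl between time points. The median log2 fold change of all genes moved by under 0.1 with each scaling.

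With only the groups compared in the fit there were 1770 genes for siSMYD3#2 at 24 h, 992 for siSMYD3#1 at 0 h, 349 and 0 in SMYD3 CL5 at 24 h and 0 h, 586 in the vector control, 148 differentiation-dependent in SMYD3 CL5 and 37 common with 28 opposite. Myog was -1.87 with siSMYD3#2 (weaker, edgeR adjusted p = 0.0538) and 3.85 in SMYD3 CL5, and the siMyog genes were 22 of those changed by both siRNAs (weaker), 34 in SMYD3 CL5, 23 in its differentiation-dependent list (reversed) and 2 in both lists, with a correlation of -0.716. The cell adhesion genes were 2 and 11. For the interaction of SMYD3 CL5 this alternative has no value.

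With all 26 libraries in 1 fit there were 2838 genes in siCtrl between time points, 342 and 88 for the siRNAs at 24 h, 42 and 13 at 0 h, 35 for both, 97 between them, 1334 and 1995 in SMYD3 CL5 at 24 h and 0 h, 171 in the vector control, 425 differentiation-dependent in SMYD3 CL5, 21 opposite among the common genes, and 6 and 0 whose siRNA effect differs between time points. Myog was -1.78 with siSMYD3#2 (weaker, edgeR adjusted p = 0.0296) and 3.85 in SMYD3 CL5. The siMyog genes were 92, 45 (reversed) and 5 with a correlation of -0.553. Of the genes raised by both siRNAs, 0 were cell division and 0 cell adhesion genes (0.107 and 0.0317 expected). In SMYD3 CL5, 20 cell adhesion genes were lowered.

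With the replicate number as a block there were 100 differentiation-dependent genes in SMYD3 CL5 and 28 common with 25 opposite. The siMyog genes were 21, 15 (reversed) and 5 with a correlation of -0.801. The cell adhesion genes were 0 (0.179 expected) and 3. Without the extraction covariate there were 1676 genes in siCtrl between time points, 102 and 18 for the siRNAs at 24 h, 15 and 5 at 0 h, 9 for both, 25 between them, 27 differentiation-dependent in SMYD3 CL5, 4 common with 4 opposite, and 2 and 0 whose siRNA effect differs between time points. Myog was -3.67 and -2.11 with siSMYD3#1 and siSMYD3#2 (weaker, edgeR adjusted p = 0.0233 and 0.242). The siMyog genes of both siRNAs were 2 (weaker) and those of the differentiation-dependent SMYD3 CL5 list 2 (2 expected). The correlation of siSMYD3#2 was 0.998 over 3 genes (weaker). The cell division and cell adhesion genes raised were 0 and 0 (0.028 and 0.00418 expected).

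At an adjusted p-value under 0.05 there were 1778 and 1426 genes for the siRNAs at 24 h, 561 and 169 at 0 h, 452 for both, 1349 between them, 596 and 716 in SMYD3 CL5 at 24 h and 0 h, 2 in the vector control, 271 differentiation-dependent in SMYD3 CL5, 58 common with 49 opposite, 105 and 24 whose siRNA effect differs between time points, 39, 29 (reversed) and 7 siMyog genes, and 4 and 10 cell adhesion genes. Requiring a doubling or halving gave 1580 genes in siCtrl, and 301 and 161 for the siRNAs at 24 h. At 0 h there were 35 and 11. For both siRNAs there were 75, and 131 between them. An siSMYD3#2 effect that differs between time points was left for 1 gene. The cell division and cell adhesion genes were 0 and 0 (0.104 and 0.038 expected). The siMyog genes of the differentiation-dependent SMYD3 CL5 list were 4 (3.08 expected). Against all genes tested, 3 cell adhesion genes were raised by both siRNAs (Fisher's exact p = 0.0132). Within the NucleoSpin libraries alone there were 1772 and 1275 genes for the siRNAs at 24 h, 462 and 138 at 0 h, 410 for both, 1486 between them, and 160 and 175 whose siRNA effect differs between time points.

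Across the fits that each left out 1 library, the counts ranged from 474 to 1043 for siSMYD3#1 and from 174 to 570 for siSMYD3#2 at 24 h, from 68 to 148 and from 30 to 59 at 0 h, from 76 to 205 for both, from 180 to 872 between the siRNAs, from 9 to 17 for the common genes with 8 to 14 opposite, and from 17 to 78 and from 0 to 40 for the siRNA effects that differ between time points. The cell division genes raised ranged from 0 to 9, the cell adhesion genes from 0 to 1, and the siMyog genes of the differentiation-dependent SMYD3 CL5 list from 3 to 4. Myog with siSMYD3#2 ranged from -2.36 to -1.57, Mef2c with siSMYD3#1 from -0.061 to 0.55, Myf6 with siSMYD3#1 from -0.45 to 0.0046, and Smyd4 with siSMYD3#2 from -0.16 to 0.0047. In the overexpression libraries such a fit leaves 1 library in a condition, so only log2 fold changes and correlations were computed, without a test. The alternative of genes changed in the vector control as background gave no value, since 0 genes passed there, with 1256 at an unadjusted p-value under 0.05.

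The overexpression libraries limit what can be seen in SMYD3 CL5: of 200 genes changed by 1.5 on the log2 scale in simulated counts, edgeR recovered 0 in that design and DESeq2 90, and at a change of 3 they recovered 172 and 190. The smallest change that passed in SMYD3 CL5 was 1.868 at 24 h and 1.597 at 0 h, so the lists leave smaller changes open.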

Differences from the paper's values

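The comparison with the paper's values was set before the data were examined, and the tests named as added were chosen after the result was seen.

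Between 0 h and 24 h in siCtrl, 2309 genes rose and 2346 fell, against the paper's 1096 and 3917. For the rises, fitting all 26 libraries together (1472), leaving out the extraction covariate (748) and requiring a doubling or halving (1046) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. For the falls, leaving out the filter on low counts (2622) and an adjusted p-value under 0.05 (3278) did, and the others did not. With DESeq2's Wald test the numbers were 2571 and 2500, and no setting that was run closed both gaps.

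The list of differentiation-dependent genes changed by both siRNAs held 180 genes, 52 raised and 128 lowered, against the paper's 311, 107 and 204. All 3 gaps were closed by DESeq2's Wald test (307, 105 and 202), by leaving out the filter on low counts (374, 105 and 269), by not requiring a change in siCtrl (263, 113 and 150) and, as a setting chosen after seeing the values, by the NucleoSpin libraries alone (410, 106 and 304). The total and the lowered genes, but not the raised ones, were closed by an adjusted p-value under 0.05 (452 and 281) and by fitting only the groups compared (256 and 197). The lowered genes alone were closed by scaling to library size only (166), and by leaving out siCtrl 24 h replicate 3 (147) or siSMYD3#2 24 h replicate 3 (139). The other alternatives closed none of these gaps.

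In SMYD3 CL5 at 24 h, 172 genes changed, 67 raised and 105 lowered, against the paper's 836, 412 and 424. The gaps were closed by DESeq2's Wald test (836, 412 and 424), by leaving out the filter on low counts (1032, 537 and 495) and by an adjusted p-value under 0.05 (596, 283 and 313), and not by the other alternatives set before the data were examined. Of these genes, 66 were differentiation-dependent, against the 333 genes of the paper's Table S2. This gap was closed by DESeq2's Wald test (336), by leaving out the filter on low counts (458), by fitting all 26 libraries together (425) and by an adjusted p-value under 0.05 (271), and not by the others.

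Both experiments had 16 changed genes in common, against the paper's 72, and 13 of them moved in opposite directions, against 62 in the paper's Table S3. DESeq2's Wald test (72 and 62) and an adjusted p-value under 0.05 (58 and 49) closed both gaps, and the other alternatives closed neither.

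Of the siMyog genes, 8 were among all genes changed in SMYD3 CL5, against the paper's 41. The paper's 41 are all in its Table S2, so the like list is the differentiation-dependent one, which held 4. Over all genes changed in SMYD3 CL5, fitting only the groups compared (34) and an adjusted p-value under 0.05 (39) came within 1.5 times 41. The other alternatives set before the data were examined did not, DESeq2's Wald test giving 62. Over the differentiation-dependent genes alone, a comparison chosen after seeing the values, DESeq2's Wald test gave 41. On that list an adjusted p-value under 0.05, all 26 libraries in 1 fit and no filter on low counts also closed the gap. Fitting only the groups compared did not close it there. In all 3 sets there was 1 gene, against the paper's 11. DESeq2's Wald test gave 11, and the other alternatives did not close this gap.

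The Pearson r of siSMYD3#1 with the myogenin knockdown was 0.812, against the paper's value of about 0.89 in Fig. S5D, read by eye. For r the gap counted as closed within the approximate standard error of the r computed here, not within 1.5 times. That error widens with fewer genes, so a setting that leaves fewer genes can close the gap without a much closer r. Fitting all 26 libraries together (0.879), leaving out the extraction covariate (0.835) and leaving out 1 library closed the gap, the latter for each siCtrl library at 24 h (0.876, 0.8902 and 0.867 for replicates 1 to 3) and for siSMYD3#1 replicates 1 (0.882) and 2 (0.858) at 24 h. The other alternatives did not. Over the common genes alone, a choice made after seeing the values, r was 0.887, and 0.901 with DESeq2's Wald test.

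The paper states that myogenin was significantly elevated in SMYD3 CL5 cells and was the only transcription factor among the common genes. Here Myog had a log2 fold change of 3.82 in SMYD3 CL5 (edgeR adjusted p = 0.0376, from 7.36e-25 to 0.038 over the alternatives) and was not among them, and no muscle transcription factor tested was. It passed with DESeq2's Wald test (DESeq2 adjusted p = 1.98e-07), without a filter on low counts, with only the groups compared in the fit, with all 26 libraries in 1 fit and at an adjusted p-value under 0.05. With DESeq2's Wald test it was the 1 muscle transcription factor of the common list. The paper lists Myog and Mymk in all 3 sets, where Klhl41 was the 1 gene here. Mymk had 4.55 in SMYD3 CL5 (edgeR adjusted p = 0.0306, from 3.69e-32 to 0.031 over the alternatives), and passed under the same alternatives as Myog. The paper reports that siMyog genes were enriched among the genes changed in SMYD3 CL5. Here the Fisher's exact p was 0.517, and it was under 0.05 with DESeq2's Wald test, without a filter on low counts, with only the groups compared, with all 26 libraries in 1 fit, with the replicate block and at an adjusted p-value under 0.05.

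The paper reports that the genes raised by both siRNAs were enriched for cell adhesion, and that those lowered in SMYD3 CL5 were too. Here 1 and 2 genes of a hand-written cell adhesion set were found (Fisher's exact p = 0.211 and 0.0624). The first passed with DESeq2's Wald test, without a filter on low counts, with only the groups compared, at an adjusted p-value under 0.05 and against all genes tested, and the second under the first 4 of these, with all 26 libraries in 1 fit and with the replicate block.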

Other observations

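The 2 tests on whole chromosomes were chosen after the result was seen, and the tests on the neighbours of Olfr1259 and on splits of the libraries before it.

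In SMYD3 CL5 at 0 h the genes of chromosome 10 lay above the median of all genes by 0.55 on the log2 scale, in 13 of 13 windows of 10 Mb with at least 10 genes, and those of chromosomes 13 and 14 lay below it, with -0.412 and -0.345. At 24 h these medians were smaller in size, at 0.456, -0.249 and -0.198, and 1 chromosome lay 0.3 or more away, against 3 at 0 h, a change in size that an unchanged copy number alone leaves open. The medians of the 20 chromosomes at 0 h and 24 h, which come from separate libraries of the same clone, correlated with a Pearson r of 0.931 (permutation p = 1e-05, the smallest possible). With the trend of the log2 fold change with GC content removed, the differences were 0.578, -0.347 and -0.322 for chromosomes 10, 13 and 14. The trend thus does not account for the difference on these chromosomes, although it takes up a part of it on chromosomes 13 and 14. The largest difference of a chromosome median in the 4 siRNA comparisons was 0.054 in size. A gain or loss of chromosomes that differs between the clone and the vector control cells may explain this pattern, a hypothesis found and tested on the same libraries. It could not produce the genes past the threshold on its own, since the smallest of their changes was 1.597 on the log2 scale and the median 4.677. No biological explanation was tested.

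Olfr1259 on chromosome 2 was among the largest rises in SMYD3 CL5, with 12.0 ± 0.430 CPM (SD, n = 2) against 0.0827 ± 0.00846 CPM (SD, n = 2) in the vector control at 24 h. Of the other genes tested within 500 kb, 1 was raised past the threshold, Olfr1258 (log2 fold change 3.70, edgeR adjusted p = 0.0052), and Olfr1260 had a log2 fold change of 2.50 (edgeR adjusted p = 0.0938). A vector inserted nearby or a rearrangement is a candidate explanation, and reads shared between these paralogs, which could not be tested on counts, may explain the neighbour as well. No biological explanation was tested. Ptprj in the same interval had -0.73 (edgeR adjusted p = 0.578).

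The vector control and siCtrl cells differed in how far myogenic genes had risen by 24 h. The Myog level at 24 h was 7.15 CPM in the vector control, where the RNA was extracted with TRIzol, and in siCtrl 55.59 CPM in the TRIzol library and 222.3 and 262.5 CPM in the NucleoSpin libraries, and the sarcomere and contraction genes had a median log2 fold change between 0 h and 24 h of 1.05 in the vector control, 1.17 in SMYD3 CL5 and 3.25 in siCtrl. Past the threshold, 0 genes changed between 0 h and 24 h in the vector control and 0 in SMYD3 CL5, with 1256 and 1137 at an unadjusted p-value under 0.05. The vector control kept 0 with the replicate block, the other scalings or the stricter count filter. It had 112 with DESeq2's Wald test, 203 without a filter on low counts, 171 with all 26 libraries fitted together and 586 with only the groups compared. In SMYD3 CL5 same-numbered libraries deviated together, with a correlation of 0.483. No blocked fit of this comparison was run, so its 0 does not rule out changes. The cause of the difference between vector control and siCtrl cells was not tested.

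The other members of the Smyd family at 24 h were as follows. Smyd1 had log2 fold changes of -1.64 with siSMYD3#1 (edgeR adjusted p = 0.0924), -2.04 with siSMYD3#2 (edgeR adjusted p = 0.0596) and 3.64 in SMYD3 CL5 (edgeR adjusted p = 0.00517), and 5.04 in SMYD3 CL5 at 0 h (edgeR adjusted p = 0.00219). The changes of Smyd2, Smyd4 and Smyd5 lay between -0.48 and 0.34 and did not pass the threshold, the lowest edgeR adjusted p being 0.0414 for Smyd5 with siSMYD3#2. The cell cycle genes Ccnd1 and Cdkn1a, which the paper follows on the protein level, fell with siSMYD3#1 by 0.59 (edgeR adjusted p = 0.0784) and 0.51 (edgeR adjusted p = 0.0232), and with siSMYD3#2 by 0.83 (edgeR adjusted p = 0.0195) and 0.80 (edgeR adjusted p = 0.00156). In SMYD3 CL5 their log2 fold changes were -0.48 (edgeR adjusted p = 0.573) and 0.11 (edgeR adjusted p = 0.946).

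The splits of the 24 h comparisons were as follows. For siCtrl at 24 h against 0 h, for siSMYD3#1 at 24 h and for siSMYD3#2 at 24 h, 1 of 4 splits of the 6 libraries that part the same-numbered libraries gave as many genes in a fit of these libraries alone, the real one with 3918, 956 and 1770 genes, and the other 3 gave 0 genes in each comparison; 4 splits are too few to rule chance out. They exchange the labels of 1 replicate number. For the differentiation-dependent genes changed by both siRNAs, 1 of 100 splits drawn from 108 gave as many, the real one with 247 genes, and the largest of the others had 80.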
